# NAKED ENDOSPERM1, NAKED ENDOSPERM2, and OPAQUE2 interact to regulate gene networks in maize endosperm development

**DOI:** 10.1093/plcell/koad247

**Published:** 2023-10-05

**Authors:** Hao Wu, Mary Galli, Carla J Spears, Junpeng Zhan, Peng Liu, Ramin Yadegari, Joanne M Dannenhoffer, Andrea Gallavotti, Philip W Becraft

## Abstract

NAKED ENDOSPERM1 (NKD1), NKD2, and OPAQUE2 (O2) are transcription factors important for cell patterning and nutrient storage in maize (*Zea mays*) endosperm. To study the complex regulatory interrelationships among these 3 factors in coregulating gene networks, we developed a set of *nkd1, nkd2*, and *o2* homozygous lines, including all combinations of mutant and wild-type genes. Among the 8 genotypes tested, we observed diverse phenotypes and gene interactions affecting cell patterning, starch content, and storage proteins. From ∼8 to ∼16 d after pollination, maize endosperm undergoes a transition from cellular development to nutrient accumulation for grain filling. Gene network analysis showed that NKD1, NKD2, and O2 dynamically regulate a hierarchical gene network during this period, directing cellular development early and then transitioning to constrain cellular development while promoting the biosynthesis and storage of starch, proteins, and lipids. Genetic interactions regulating this network are also dynamic. The assay for transposase-accessible chromatin using sequencing (ATAC-seq) showed that O2 influences the global regulatory landscape, decreasing NKD1 and NKD2 target site accessibility, while NKD1 and NKD2 increase O2 target site accessibility. In summary, interactions of NKD1, NKD2, and O2 dynamically affect the hierarchical gene network and regulatory landscape during the transition from cellular development to grain filling in maize endosperm.

**IN A NUTSHELL**

**Background:** The endosperm of cereal plants such as rice (*Oryza sativa*) and maize (*Zea mays*) serves as a storage tissue for nutrients, supplying energy for germination and the initial growth of seedlings. It is also a source for human food, livestock feed, and industrial applications. The endosperm develops in 2 stages, a cellular development phase characterized by extensive cell division and cell differentiation, and a second phase, grain filling, in which these cells accumulate storage materials, particularly starches and proteins. Three key transcription factors, NAKED ENDOSPERM1 (NKD1), NKD2, and OPAQUE2 (O2), play important roles in maize endosperm cellular development and storage material accumulation. The mutants of these factors showed several common defects in endosperm grain filling, and this suggests that they may have some related functions. However, we know little about how the 3 factors interactively regulate downstream genes and the regulatory landscapes that modulate endosperm development.

**Question:** How do NKD1, NKD2, and O2 coregulate gene networks and the regulatory landscape associated with endosperm development and how do they interact to control seed phenotype?

**Findings:** We developed a set of homozygous lines consisting of *nkd1, nkd2*, and *o2* mutants in all single, double, and triple mutant combinations, as well as wild-type. We identified synthetic phenotypes suggesting that the 3 factors interactively affect endosperm development. We found that the 3 factors may constrain hormone responses, cell wall organization, as well as other cellular developmental processes, and promote starch metabolism, lipid storage, and storage protein accumulation during the transition from cellular development to storage compound accumulation. These processes are regulated through a dynamic, hierarchical gene network, and the 3 factors function as the central regulators. We also reported potential direct target genes of NKD1 and NKD2 along with their chromatin accessibility status and differentially expressed genes between wild-type and each mutant.

**Next steps:** In the future, we plan to test some key direct targets of NKD1 and NKD2 by developing mutant lines to further explore how they work together to regulate endosperm development.

## Introduction

Cereal endosperm is a nutrient storage tissue that provides energy for germination and early seedling development and is important for human food, livestock feed, and industrial commodity. Following double fertilization, the triploid endosperm undergoes coenocytic development (∼1 to 3 d after pollination, DAP) and cellularization (∼3 to 4 DAP) before entering the proliferation and differentiation stage (starting at ∼4 DAP), where cells differentiate into various cell types with specific locations, cellular characteristics, and biological functions (Olsen 2004; Sabelli and Larkins 2009b; Leroux et al. 2014).

In maize (*Zea mays*), major cell types include starchy endosperm (SE), basal endosperm transfer layer (BETL), aleurone (AL), and embryo surrounding region (ESR), which become morphologically identifiable at around 4 to 5 DAP, followed by further differentiation of other cell types, such as subaleurone (SA) and conducting zone (CZ) (Leroux et al. 2014). In SE, mitotic activity peaks around 8 DAP, after which the cells undergo a transition to endoreduplication (Sabelli and Larkins 2009a; Sabelli and Larkins 2009b). Soon after, SE enters grain filling where cells accumulate starch and storage proteins, resulting in a massive increase of kernel weight (Sabelli and Larkins 2009a, 2009b; Dante et al. 2014). AL is a single, outermost layer of endosperm that plays an important role during germination to digest starch and storage proteins in SE for seedling growth (Hoecker et al. 1999; Becraft and Yi 2011). In contrast to SE, after ∼10 DAP, AL cells form thickened walls, accumulate protein and lipid but not starch, and do not undergo endoreduplication nor programed cell death (Burton and Fincher 2014). BETL contains multiple layers of transfer cells located at the basal region of endosperm adjacent to the maternal placento–chalazal region. The cells feature cell wall ingrowths that increase the surface area of cell membrane to facilitate transport of nutrient compounds into the endosperm (Zheng and Wang 2010). ESR cells are small, densely cytoplasmic cells surrounding the embryo at early stages and are believed to function in communication between the embryo and endosperm (Schel et al. 1984; Cosségal et al. 2007; Leroux et al. 2014).

From ∼8 to ∼16 DAP is an important transition from cellular development to nutrient accumulation for grain filling. Among the many factors involved in regulating these processes, NAKED ENDOSPERM1 (NKD1), NKD2, and OPAQUE2 (O2) are central. NKD1 and NKD2 are duplicate INDETERMINATE DOMAIN (IDD) transcription factors (TFs) encoded by *nkd1* (Zm00001d002654) and *nkd2* (Zm00001d026113), while O2 is a BASIC LEUCINE ZIPPER (bZIP) domain TF encoded by *o2* (Zm00001d018971) (Schmidt et al. 1987, 1990; Yi et al. 2015; Jiao et al. 2017).

Double mutants of *nkd1 nkd2* have pleiotropic effects on endosperm development. They disrupt AL cell patterning and cause multiple layers of peripheral cells with compromised cell identity, indicating that NKD1 and NKD2 function to limit the number of AL cell layers and promote AL cell differentiation (Yi et al. 2015). Additionally, NKD1 and NKD2 are important factors in grain filling. In SE, they positively regulate storage protein genes, and the *nkd1 nkd2* double mutant showed reduction in total starch abundance, altered starch branching patterns, and irregular starch granules (Gontarek et al. 2016).

Mutations in *o2* cause increased endosperm lysine content and opaque kernel phenotype due to reduction of storage protein content (Mertz et al. 1964; Hartings et al. 1989; Schmidt et al. 1992). O2 binds to a GENERAL CONTROL OF NITROGEN4-like motif (or O2-box) at promoters of target genes (Schmidt et al. 1990, 1992). Chromatin immunoprecipitation sequencing (ChIP-seq) analysis showed that O2 direct target genes are mainly involved in nutrient reservoir activity (genes encoding zein storage proteins) (Li et al. 2015; Zhan et al. 2018). In addition, O2 forms protein complexes with other TFs, such as PROLAMIN-BOX BINDING FACTOR1, OPAQUE2 HETERODIMERIZING PROTEIN1 (OHP1) and OHP2, ZmbZIP22, and ZmMADS47, to coordinately regulate zein production, starch biosynthesis, and nutrient metabolism (Dai et al. 2021). Additionally, O2 is involved in AL and SE cell fate specification and differentiation, abiotic response, and endoreduplication (Kowles and Phillips 1985; Zhan et al. 2018). These studies suggest that O2 is a key regulator involved in multiple gene networks and metabolic pathways during grain filling.

NKD1, NKD2, and O2 have close relationships among one another. The *nkd1* or *nkd2* single mutants showed increased expression of *nkd2* or *nkd1*, respectively (Yi et al. 2015), and a dual-luciferase reporter assay showed that NKD2 may directly repress the expression of *nkd1* (Gontarek et al. 2016). This feedback regulation may help limit NKD TF levels. In addition, NKD1 and NKD2 can form homodimers or heterodimers (Gontarek et al. 2016), although the biological significance of this is unknown. NKD1 and NKD2 can also transactivate expression of the *o2* gene and in *nkd1 nkd2* double mutants, and *o2* is downregulated (Gontarek et al. 2016). O2 also transactivates *nkd2*, and O2 and NKD2 may coactivate *floury2*, *bzip17*, and *tryptophan aminotransferase related3* genes, which are involved in storage protein biosynthesis (Zhan et al. 2018). Further, there is a strong overlap of differentially expressed genes (DEGs) between the *nkd1 nkd2* double mutant and *o2* mutant and also of putative target genes between NKD2 and O2 (Gontarek et al. 2016; Zhan et al. 2018).

In this study, we sought to explore how NKD1, NKD2, and O2 coregulate gene networks associated with endosperm development and how they interact to control seed phenotype. A set of homozygous lines was developed consisting of *nkd1, nkd2*, and *o2* mutants in all combinations of single, double, and triple mutants as well as wild-type (WT). They manifested diverse kernel phenotypes that suggested that NKD1, NKD2, and O2 interactively affect endosperm development. RNAseq was performed on developing endosperm tissues from 8 (cellular development, early onset of storage product accumulation) to 16 DAP (extensive storage compound accumulation). We constructed a hierarchical regulatory network through weighted gene coexpression network analysis (WGCNA) and NKD1 and NKD2 DNA affinity purification sequencing (DAP-seq) analysis, as well as assay for transposase-accessible chromatin using sequencing (ATAC-seq) analysis. We found NKD1, NKD2, and O2 function dynamically and interactively to regulate gene networks that play important roles in the grain-filling transition, to constrain the cell proliferation and differentiation processes and promote nutrient biosynthesis and storage.

## Results

### Genetic interactions among *nkd1*, *nkd2*, and *o2* genes during grain filling

To investigate combinatory effects of *nkd1*, *nkd2* and *o2* genes, homozygous mutant combinations were developed in a W22 inbred background. The *o2* mutants have normal size kernels with reduced translucency (Mertz et al. 1964), and the *nkd1 nkd2* double mutant shows small, wrinkled kernels with reduced translucency (Yi et al. 2015; Gontarek et al. 2016), whereas the *nkd1 nkd2 o2* triple mutant manifested a highly shrunken and wrinkled phenotype (Fig. 1A; Supplemental Fig. S1A). In addition, *nkd1 o2* double mutant kernels have an indentation below the crown region not seen in any other genotypes (Supplemental Fig. S1, A to C and Table S1). These phenotypes suggest that the *nkd1, nkd2*, and *o2* genes interact during grain development.

**Figure 1.**
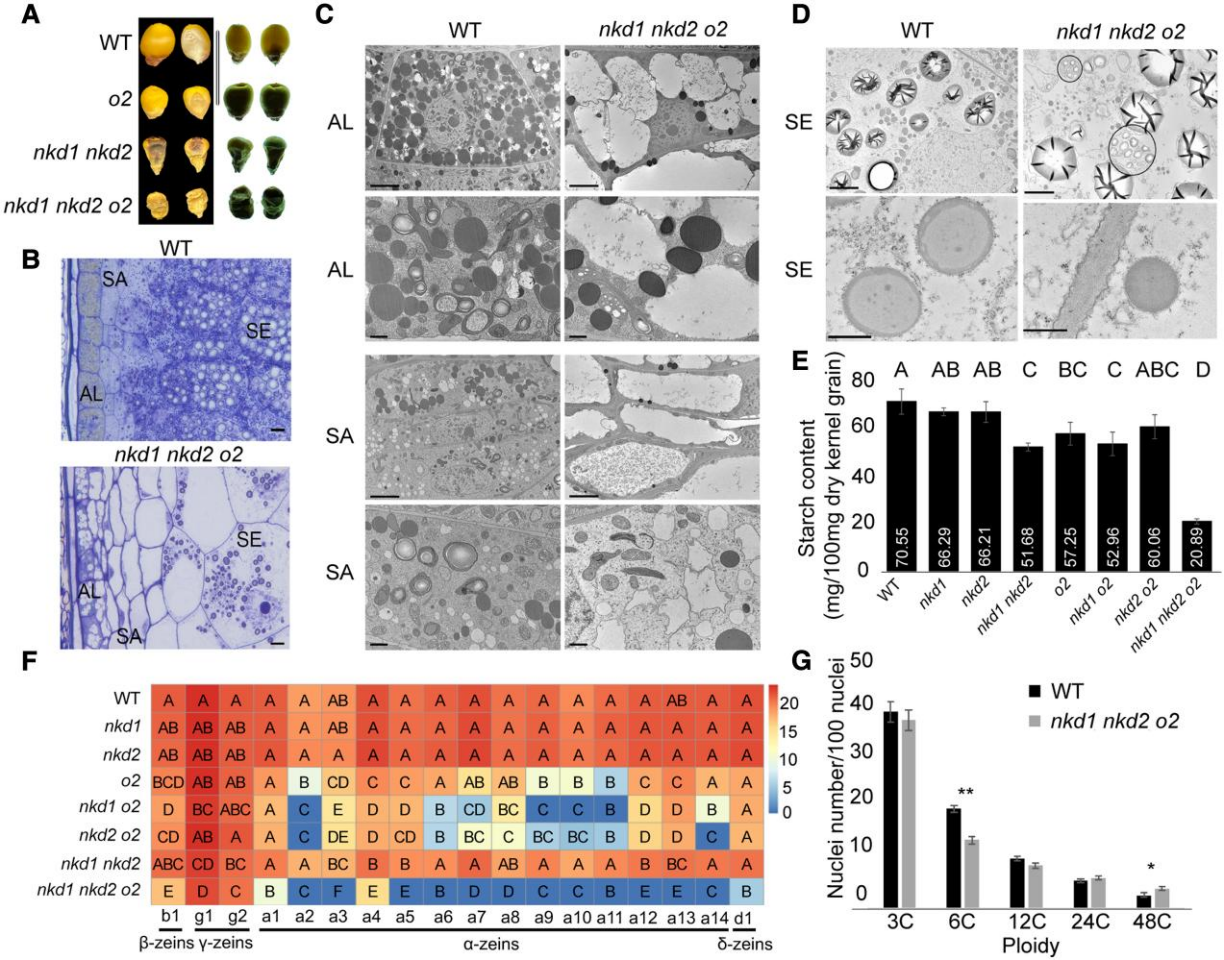
The defective phenotypes of the *nkd1 nkd2 o2* triple mutant. A**)** Kernel phenotypes of WT, *o2*, *nkd1 nkd2*, and *nkd1 nkd2 o2*. Black background: kernel surface view; white background: kernel opaqueness. Scale bar = 10 mm. **B)** Light micrographs of WT and *nkd1 nkd2 o2*. Scale bar = 10 *μ*m. **C)** TEM images of AL and SA in WT and *nkd1 nkd2 o2*. Rows 1 and 3, low magnification. Scale bars = 5 *μ*m. Rows 2 and 4, high magnification. Scale bars 1 *μ*m. **D)** TEM images of starch (Row 1) and protein bodies (Row 2) in SE. Scale bar = 5 *μ*m (Row 1) and 0.5 *μ*m (Row 2). Aggregated starch granules are encircled. **E)** Starch content among the 8 genotypes. Values are the means of 4 biological replicates from 4 independent ears of each genotype, each replicate a pool of 3 endosperms. The letters above the bars represent significance levels (nonoverlapping letters indicate significant differences at *P* < 0.05) by pairwise *t*-test. Error bars represent Ses. **F)** Zein profiles among the 8 genotypes. Numbers following the lower case letters at the bottom of each column (a1, a2, …, a14) represent different HPLC peaks indicating different isoforms of the corresponding types of zeins. The letters in the heatmap grid represent significance levels (*P* < 0.05) by pairwise *t*-test. The colors in the heatmap grid represent relative amount of corresponding zein isoforms in arbitrary units (A.U.) based on the means of 3 biological replicates from 3 independent ears of each genotype, each replicate a pool of 3 endosperms. **G)** Relative nuclei number of the corresponding ploidy between WT and *nkd1 nkd2 o2*. Values are means of 4 biological replicates, from 2 independent ears of each genotype, 2 replicates per ear, each replicate a pool of 3 endosperms. * *P* < 0.05 and **P < 0.01, respectively, by pairwise *t*-test. Error bars represent Sd.

Light and transmission electron microscopy (TEM) were used to study the endosperm phenotypes at the cellular level, and various phenotypic alternations were observed in AL, SA, and SE (Fig. 1, B to D; Supplemental Figs. S2 to S4). Compared with WT, *nkd1 nkd2* and the *nkd1 nkd2 o2* triple mutant have multiple layers of poorly differentiated AL cells containing multiple large vacuoles, fewer lipid bodies, and irregular cell wall orientation (Fig. 1C; Supplemental Fig. S2). WT has 1 to 2 layers of SA cells containing partial features of AL, such as lipid bodies, and partial features of SE, such as starch grains and small developing protein bodies (Fig. 1C), whereas *nkd1 nkd2* and *nkd1 nkd2 o2* have 2 to 5 layers of highly vacuolated SA cells lacking protein bodies (Fig. 1C). In the triple mutant SE, starch granules were much fewer than WT (Fig. 1D; Supplemental Figs. S2 to S4). Interestingly, aggregate starch granules were present in all samples of the triple mutant endosperm. We measured total starch content in mature dry kernels, and compared with WT, the starch contents were significantly decreased in *o2*, *nkd1 nkd2* (Hasjim et al. 2009; Gontarek et al. 2016), and *nkd1 o2* mutants, whereas the triple mutant content was less than 30% of WT and was significantly lower than all other genotypes (Fig. 1E).

While TEM of WT protein bodies shows a core of light-staining α- and δ-zeins surrounded by dark-staining β- and γ-zeins (Lending and Larkins 1989), the protein bodies of *o2* single mutant showed light spots randomly distributed in dark-staining background (Supplemental Fig. S4A). Protein bodies of other mutants showed variable sizes and internal staining (Supplemental Fig. S4). HPLC zein profiling of 16 DAP endosperms of all genotypes containing *o2* mutants showed a significant decrease of most α-zein isoforms (Fig. 1F). The *nkd1 nkd2* double mutants showed greater dark-staining areas with reduced, variably sized light staining areas, compared with WT (Supplemental Fig. S4A), and zein profiling showed a significant decrease in levels of 3 α-zein isoforms (a4, a5, and a12) (Fig. 1F). Protein body morphology of the triple mutant is similar to *nkd1 o2*, but the zein profiles show that levels of most isoforms in all classes of zeins are significantly lower than any other genotype (Fig. 1, D and F; Supplemental Fig. S4A). These data indicate that the *nkd1* and *nkd2* mutants enhance the effect of *o2* on storage protein accumulation.

To test the influence of NKD1, NKD2, and O2 on endoreduplication, nuclei from 16 DAP endosperm of all 8 genotypes were FACS-sorted by ploidy. The *o2* mutant increased ploidy levels in endosperm cells compared with WT (Supplemental Fig. S5F; Kowles and Phillips 1985). The *nkd1* mutant, alone or in combination with *nkd2*, *o2*, or both, tended to decrease the proportion of lower ploidy nuclei, particularly 6C, and increase the proportion of nuclei 24C and 48C (Fig. 1G; Supplemental Fig. S5, A, C, and D). These data suggest that NKD1, NKD2, and O2 function to constrain endoreduplication.

### The *nkd1, nkd2*, and *o2* genes function in the transition from cellular development to nutrient accumulation

To investigate the regulatory relationship among the 3 TFs, a transcriptomic analysis was performed on endosperm tissue from each genotype at 8, 12, and 16 DAP. 

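The samples were immature endosperms of 8 homozygous genotypes in the W22 inbred background: WT, *nkd1*, *nkd2*, *o2*, *nkd1 o2*, *nkd2 o2*, *nkd1 nkd2*, and *nkd1 nkd2 o2*. Each of the 96 libraries came from a pool of 3 endosperms, and the 4 libraries of a genotype at a timepoint came from 4 independent ears. The authors mapped the reads to B73 RefGen_v4 with HISAT2 and counted them per gene with HTSeq, and the deposited values are raw counts without normalization. Reads of the W22 inbred were thus placed on the genes of another inbred, B73. The paper's text does not name the counting mode, the strand setting, or the annotation release. Reads of near-identical or overlapping genes could thus have been left uncounted or placed on the wrong gene. From these counts, library sizes were normalized with the trimmed mean of M-values (TMM) method of edgeR within each timepoint, and genes with few counts in every genotype were left out with its filterByExpr function. Each mutant was then compared with WT in one fit of the 32 libraries of the timepoint by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. The test covered 25467 genes at 8 DAP, 24504 genes at 12 DAP, and 24239 genes at 16 DAP. A DEG had an adjusted P-value under 0.05 and an absolute log2 fold change (log2FC) above 1, the limits the paper used. Expression levels are CPM values after TMM normalization, as the mean ± SD of the 4 libraries of a group. The choices most open here were the test, the count filter, and whether all genotypes of a timepoint shared one estimate of the spread.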

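The transcripts of the 3 mutated genes were measured in every library. In WT, *nkd1* (Zm00001d002654) was at 120 ± 20.1, 194 ± 26.4, and 118 ± 11.1 CPM at 8, 12, and 16 DAP (SD, n = 4 each). The level of *nkd2* (Zm00001d026113) was 64.3 ± 13.7, 67.1 ± 5.51, and 29.1 ± 3.74 CPM, and that of *o2* (Zm00001d018971) was 24.6 ± 8.59, 642 ± 77.7, and 941 ± 74.5 CPM. In every genotype with mutant *o2*, the mean *o2* level was at most 1.02 CPM. The highest *o2* count in a library of the *o2* single mutant was 46, against at least 777 in every WT library. In every genotype with mutant *nkd2*, the *nkd2* log2FC lay between −8.33 and −6.41. Each of these libraries was below every WT library of its timepoint (exact permutation test, two-sided P = 0.0286, the smallest P that 4 libraries against 4 allow). The paper's methods name the mutant alleles *nkd1-Ds* and *nkd2-null*. Counts per gene cannot tell an intact *nkd1* transcript from one altered by the mutation, so they do not measure *nkd1* function. The *nkd1* transcript was reduced but still present in the *nkd1* single mutant, at 57.3 ± 10.5, 77.1 ± 16.7, and 47.7 ± 6.15 CPM at the 3 timepoints. Its log2FC there was −1.07 (standard error 0.163, adjusted P = 0.000102) at 8 DAP, −1.33 (standard error 0.141, adjusted P = 3.5e-06) at 12 DAP, and −1.31 (standard error 0.142, adjusted P = 5.3e-07) at 16 DAP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *nkd1 o2* at 16 DAP, *nkd1* was not separable from WT (log2FC −0.25, adjusted P = 0.154 by the same test), whereas it was higher in the *o2* single mutant, with a mean of 524 ± 143 CPM. Without replicate 2 of every group, the *nkd1* value in the *nkd1* mutant at 12 DAP was −1.46, the farthest from it among the 4 fits that each left out one replicate.

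**Figure D1:**
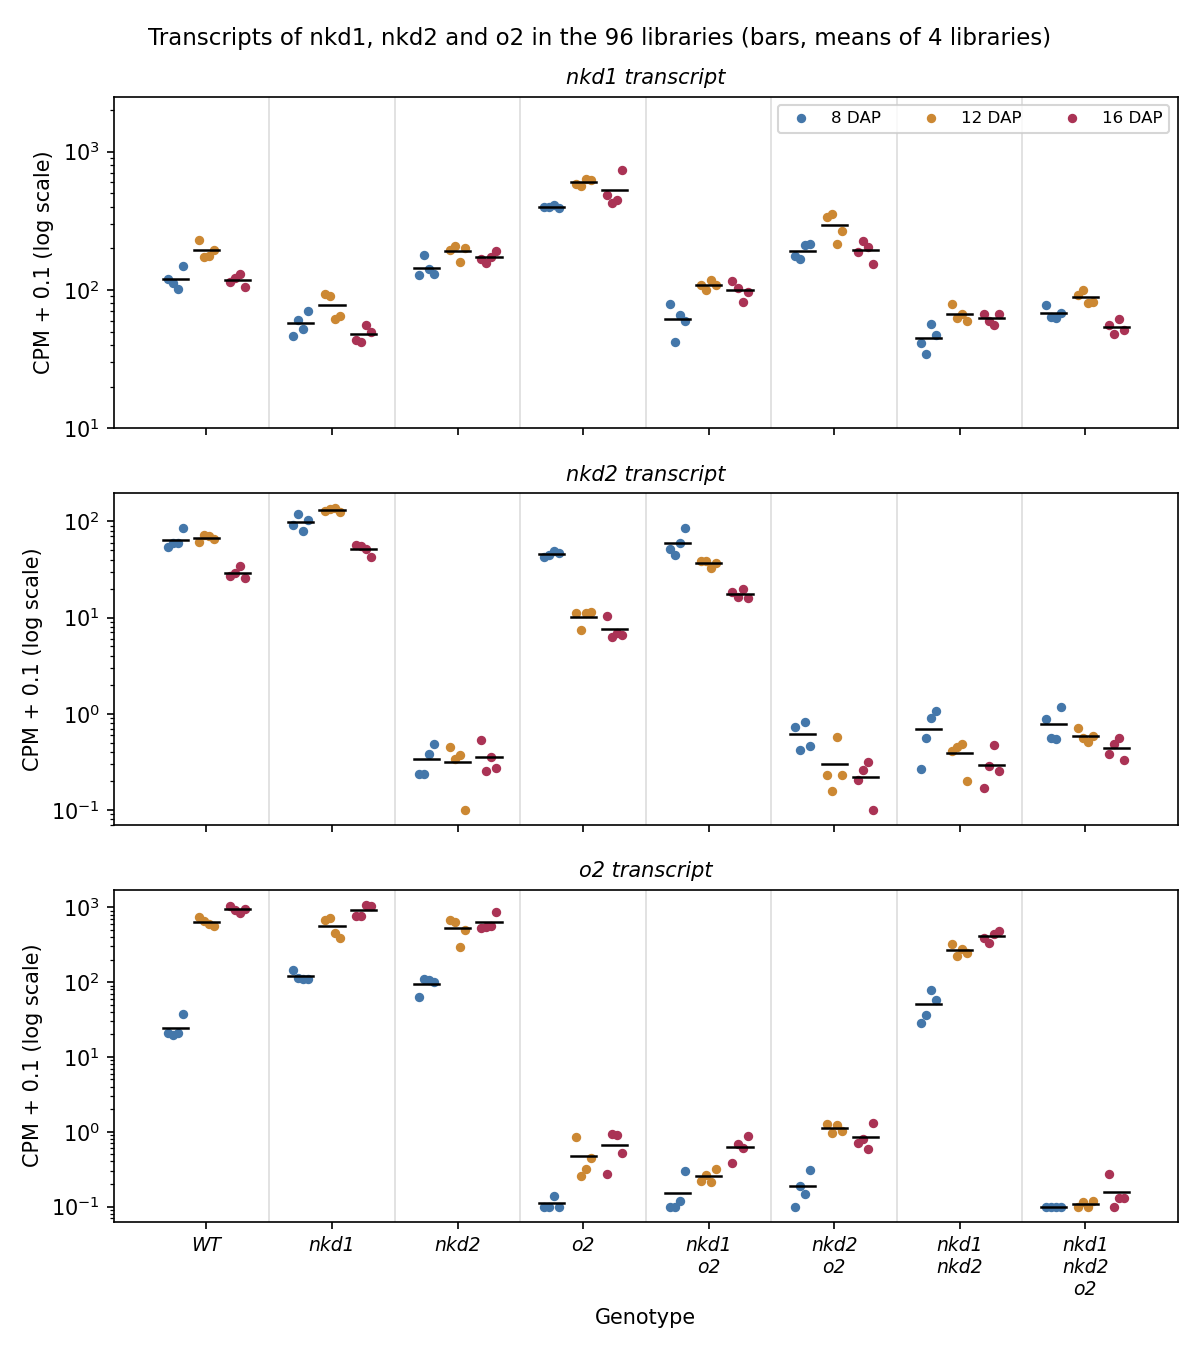
CPM of the *nkd1*, *nkd2*, and *o2* transcripts (vertical axes, CPM + 0.1 on a log scale) in each of the 96 libraries, by genotype (horizontal axis) and timepoint (color); points are libraries and bars are means of 4 libraries. The *nkd2* and *o2* transcripts nearly vanish where the gene is mutant, whereas *nkd1* stays at 44.7 CPM or more in every group mean.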

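Between 31327665 and 68052826 reads per library were counted on genes, with a mean of 48924625 and a median of 50009154. These counts on genes were a median of 84.2% of all reads in a library's table, while a median of 95.7% of the reads were aligned and 4.30% were not. The median share on genes was 85.7% at 8 DAP and 77.9% at 16 DAP, while 3.86% and 4.97% were not aligned. More aligned reads thus fell outside the gene counts at 16 DAP, and the cause was not tested. The reads on genes, which all values here use, had a median of 52746503 at 8 DAP (range 36783468 to 62155803), 50132807 at 12 DAP (36480853 to 68052826), and 45228418 at 16 DAP (31327665 to 64553398). At 8 DAP, the group medians ran from 45496728 in WT (36783468 to 52702594) to 58456810 in *nkd1 nkd2 o2* (52005046 to 58884043). The others at that timepoint were 47283660 in *nkd1* (40299297 to 54265054), 54974860 in *nkd2* (45901362 to 58191881), and 53083118 in *o2* (47620791 to 56092288). The medians were 58012009 in *nkd1 o2* (50185285 to 59483103), 53047380 in *nkd2 o2* (49141400 to 62155803), and 52102070 in *nkd1 nkd2* (38615382 to 54299786). At 12 DAP, the medians ran from 38558806 in *nkd2* (36480853 to 44501591) to 54896009 in *o2* (50959769 to 68052826). Between these lay 46552058 in WT (40058066 to 50265750), and 47733023 in *nkd1* (44925508 to 52782847). The double and triple mutants had 50652720 in *nkd1 o2* (50201580 to 50899539), 53011390 in *nkd2 o2* (44428409 to 62349386), 51759226 in *nkd1 nkd2* (46941836 to 56794622), and 52236176 in *nkd1 nkd2 o2* (49110688 to 55600080). At 16 DAP, the medians ran from 37899832 in WT (31916039 to 39998562) to 51573499 in *nkd1 nkd2* (40450228 to 56625135). The single mutants had 39169067 in *nkd1* (36654992 to 40945855), 40825316 in *nkd2* (31327665 to 48394247), and 50208840 in *o2* (41832146 to 64553398). The remaining medians at 16 DAP were 43504770 in *nkd1 o2* (39376622 to 48636169), 48617910 in *nkd2 o2* (44706150 to 51989505), and 49970942 in *nkd1 nkd2 o2* (47442927 to 51681982). The 10 most abundant genes took 4.24% to 7.04% of the reads on genes at 8 DAP, 9.32% to 19.9% at 12 DAP, and 13.0% to 31.9% at 16 DAP. At 16 DAP this share was 31.2% ± 0.465 in WT and 13.7% ± 1.03 in *nkd1 nkd2 o2* (SD, n = 4).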

Among all 96 samples (8 genotypes × 3 timepoints × 4 biological replicates), an average of 48,924,625 reads per sample were aligned to B73 reference genome (Zm-B73-REFERENCE-GRAMENE-4.0) (Jiao et al. 2017) with a median alignment rate of 84.2%. 

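For the 96 libraries together, counts were normalized by TMM, genes were filtered over the 24 groups, and log2 CPM (prior count 2) was centered per gene. The first principal component (PC1) held 39.6% of the variance and PC2 held 9.04%. Differences between the means of the 3 timepoints accounted for 41.1% of the sum of squares over all genes. Restricting the data to the 500 most variable genes moved the shares of PC1 and PC2 most, to 51.8% and 16.0%.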

Principal component analysis (PCA) of the 96 transcriptomes showed major effects due to developmental time, with secondary effects due to genotype (Fig. 2A). Eight DAP transcriptomes were well separated from later samples indicating a dramatic change of transcriptomes between 8 and 12 DAP, likely reflecting the major change in activity as the endosperm transitions from early cell proliferation and differentiation to grain-filling stages.

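On PC1, the libraries at 8 DAP lay between −168 and −108, those at 12 DAP between −30.5 and 96.2, and those at 16 DAP between 36.5 and 149. The 8 DAP libraries did not overlap with either later timepoint whereas 12 and 16 DAP did. Over all genes, the distance between the means of a genotype at 8 and 12 DAP exceeded the distance between 12 and 16 DAP in all 8 genotypes. The mean ratio of these distances was 1.47 ± 0.212 (SD, n = 8 genotypes, exact permutation test, two-sided P = 0.000155, the smallest P that 8 against 8 allow). The test did not pair the 2 distances of a genotype, which share its mean at 12 DAP, so its P can overstate the evidence. The ratio was highest in WT, at 1.83, and lowest in *nkd1*, at 1.24.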

**Figure 2.**
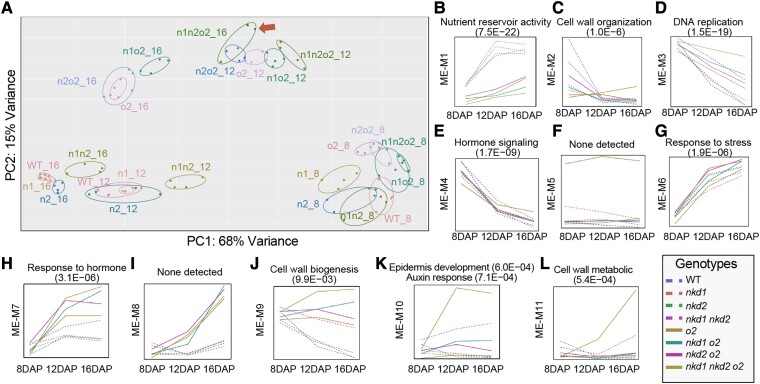
Transcriptomic relationships between genotypes from 8 to 16 DAP. **A)** PCA of the 8 genotypes at 8, 12, and 16 DAP in 4 biological replicates (n1 = *nkd1*, n2 = *nkd2*, n1o2_12 represents *nkd1 o2* double mutant at 12 DAP). The arrow highlights the transcriptome of the *nkd1 nkd2 o2* triple mutant at 16 DAP, which is close to the *o2* single/double/triple mutants at 12 DAP. **B**) to **L**). Temporal change of the eigengenes (MEs) of the 8 genotypes at 3 timepoints within each of the 11 coexpression modules (M1 to M11). Enriched gene ontology (GO) terms are shown for each respective module with the FDR in parentheses.

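The share of the sum of squares that lay between genotypes was 50.3% at 8 DAP, 59.5% at 12 DAP, and 62.7% at 16 DAP, over the 32 libraries of each timepoint. A permutation test of the genotype labels with 100000 resamples gave P = 1e-05 at each timepoint, the smallest P that it can give. The differences between the 3 shares themselves were not tested.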

Genotype had a greater impact at 12 or 16 DAP than at 8 DAP. Strikingly, genotypes containing mutant *o2* genes were distinct from *O2*+genotypes (containing a homozygous WT *O2* allele, regardless of the genotypes at other loci) at 12 and 16 DAP reflecting the key function of O2 in grain filling. 

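On PC2, the means of the 4 genotypes with mutant *o2* were above those of the 4 O2+ genotypes by 32.2 (SD among genotypes 11.2) at 8 DAP, by 106 (SD 29.6) at 12 DAP, and by 105 (SD 41.2) at 16 DAP. At each timepoint, all 4 *o2* genotypes were above all 4 O2+ genotypes (exact permutation test on the 8 genotype means, two-sided P = 0.0286, the smallest P that 4 against 4 allow).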

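Distances between transcriptomes were measured in log2 CPM over all genes kept. The *nkd1 nkd2* libraries lay at 126 ± 7.21, 169 ± 10.5, and 195 ± 5.62 from the WT mean at 8, 12, and 16 DAP (SD, n = 4). The *nkd1* single mutant lay at 165, 139, and 149, and the *nkd2* single mutant at 151, 148, and 157. Compared with the 8 single mutant libraries, *nkd1 nkd2* was thus nearer to WT by a difference of −32.2 at 8 DAP (exact permutation test, two-sided P = 0.0343). It was farther by 25.4 at 12 DAP and by 42.2 at 16 DAP (P = 0.00202 each by the same exact test). Libraries, not genotypes, were the units, and a library's distance also includes the spread within its group. At 8 DAP, WT libraries lay 92.4 from their own mean. The SD was 27.0 in *nkd1* and 32.1 in *nkd2*, so a wider spread alone could place them farther. Distance from WT also does not measure how far *nkd1 nkd2* lies from the single mutants. Measured from *o2*, the *nkd1 nkd2 o2* libraries did not differ from those of *nkd1 o2* and *nkd2 o2* at 8 DAP (difference 5.32, exact P = 0.261). They lay farther by 49.6 at 12 DAP and by 62.7 at 16 DAP (exact P = 0.00202 each).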

Double mutant *nkd1 nkd2* genotypes consistently separated from single mutant and *Nkd1+ Nkd2+* (WT *Nkd1* and *Nkd2* alleles) as expected due to their redundancy. Triple mutant *nkd1 nkd2 o2* transcriptomes appeared to cluster with earlier timepoints, possibly reflecting a developmental retardation of the triple mutant endosperm.

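On the line from the WT mean at 12 DAP (0) to the WT mean at 16 DAP (1), the *nkd1 nkd2 o2* libraries at 16 DAP projected to 0.401 ± 0.0351 (SD, n = 4), those of *nkd1 nkd2* to 0.422 ± 0.113, and those of *o2* to 0.649 ± 0.0571. The mean position was 0.577 for *nkd1 o2*, 0.626 for *nkd2 o2*, 0.735 for *nkd1*, and 0.715 for *nkd2*. The triple mutant was lower than *o2* by a difference of −0.248 (exact permutation test, two-sided P = 0.0286, the smallest P that 4 against 4 allow). The WT libraries themselves set the line, which alone can place other groups below 1, and all 7 mutants lay below 1, so the distance from WT was not taken as a test.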

To study the effects of these TFs on gene expression patterns, gene readcounts of each mutant were compared against WT at each timepoint using DESeq2 (Love et al. 2014). DEGs were called when log2-fold change (log2FC) was >1 or <−1 and false discovery rate (FDR) <0.05. A total of 14,099 genes were differentially expressed in at least one mutant genotype for at least one timepoint. 

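In the 3 fits described for the RNA-seq counts, 13512 genes were a DEG in at least one mutant at one timepoint or more. With genes of low count kept, 14553 genes were called, and with DESeq2 in place of edgeR, 14486. With DESeq2 on all 96 libraries, chosen after seeing the data, 14094 genes were called. In the fits of only WT and the mutant compared, 11632 genes were called, the alternative that moved the total most.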

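DEG calls were made against WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and counted over the 7 mutants. At 8 DAP, 6509 genes were a DEG in at least one mutant, at 12 DAP 7380 genes, and at 16 DAP 9141 genes. In *nkd1* the number of DEGs was 1717 at 8 DAP, 436 at 12 DAP, and 306 at 16 DAP, and in *nkd2* it was 1291, 552, and 1040. In *o2* it was 3992, 2418, and 3022, in *nkd1 o2* 1752, 2390, and 4127, and in *nkd2 o2* 892, 2232, and 2737. In *nkd1 nkd2* it was 841, 2873, and 3416, and in *nkd1 nkd2 o2* 3892, 5027, and 5897. At 8 DAP most DEGs were lower than in WT, with 3480 lower and 512 higher in *o2* and 3322 lower and 570 higher in *nkd1 nkd2 o2*. At 16 DAP, in contrast, 3408 genes were higher and 2489 lower in *nkd1 nkd2 o2*. Over all genes tested at 8 DAP, the median log2FC in *o2* was −0.11. The number of genes that were a DEG in at least one mutant rose from 8 to 12 to 16 DAP in 9 of 10 alternatives. Without replicate 4 of every group it was 6851, 6781, and 8891. With DESeq2 on all 96 libraries, chosen after seeing the data, it was 6224, 8409, and 10514.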

At 8, 12, and 16 DAP, a total of 6,235, 8,406, and 10,510 DEGs, respectively, were called from at least one mutant genotype, indicating an increasing impact of the 3 TFs on the transcriptome over time (Supplemental Fig. S6 and Data Set 1).

To investigate the gene expression network in which the 3 key TFs participate, WGCNA (Langfelder and Horvath 2008) was performed using log2-transformed value of transcripts per million reads (TPM) of the 14,099 DEGs. A total of 12,458 genes were assigned into 11 coexpression modules (M1 to M11) correlated with *nkd1, 2*, and/or *o2* expression levels. The sizes of these modules range from 100 (M5) to 3,501 (M4) genes (Supplemental Table S2 and Data Set 2). Six of the 11 modules correlated with 2 or more of the TFs suggesting substantial overlap in the genes and processes they regulate. GO enrichment analysis was performed to study the biological processes associated with each module. Every module, except M5 and M8, was enriched (FDR < 0.05) for several GO terms, and the top 1 or 2 informative and significantly enriched terms are shown in Fig. 2 and Supplemental Data Set 3. Cell wall development and hormone pathways are notably prevalent.

To explore the temporal dynamics of this network, we analyzed the behavior of each genotype over time. Module eigengenes (MEs) are defined as the first principal component of the expression matrix of the corresponding module and reflect a general expression level of the genes in that module (Langfelder and Horvath 2007). Eigengene values were calculated for each genotype at each timepoint, within every module (Fig. 2, B to L). In general, most mutants behaved similar to one another within most modules. A notable exception is the *nkd1 nkd2 o2* triple mutant, which increased over time relative to other genotypes in modules M2, M9, M10, and M11 (Fig. 2, C, J, K, and L). Intriguingly, these modules are involved in cell wall and epidermal development, suggesting that as development progresses, the 3 TFs may cooperate to restrict cellular development.

### NKD1, NKD2, and O2 coregulate different sets of coexpression modules at each timepoint

The coexpression network above was generated using all DEGs across DAPs (pooled timepoint WGCNA). MEs of most modules did not show substantial separation among genotypes at 8 DAP (Fig. 2), likely because later timepoints had more DEGs which skewed the analysis. Also, gene expression is dynamic, so we hypothesize that coexpression patterns may change over time. To test this hypothesis and to unveil expression network information that may have been missed by pooled timepoint WGCNA, we performed WGCNA using DEGs of each DAP individually (individual timepoint WGCNA).

There were 5, 9, and 8 coexpression modules identified at 8, 12, and 16 DAP, respectively, and each module correlates with at least 1 of the 3 TFs (Fig. 3A). The size of modules varied across timepoints, ranging from 148 (M8-3) to 3855 (M8-4) genes, from 96 (M12-5) to 3112 (M12-8) genes, and from 132 (M16-5) to 3676 genes (M16-7) at 8, 12, and 16 DAP, respectively (Supplemental Data Sets 4 to 6). As anticipated, modules were identified at 8 DAP that were not called in pooled timepoint WGCNA, which supports the hypothesis of dynamic coexpression networks. These contained additional functional information; e.g. M8-1, negatively correlated with *nkd1* and *nkd2*, may regulate auxin signaling, auxin transport, and lipid metabolism, as well as cell wall organization. M8-2, positively correlated with *nkd1*, may regulate starch and lipid metabolism (Fig. 3, A and B; Supplemental Data Set 7).

**Figure 3.**
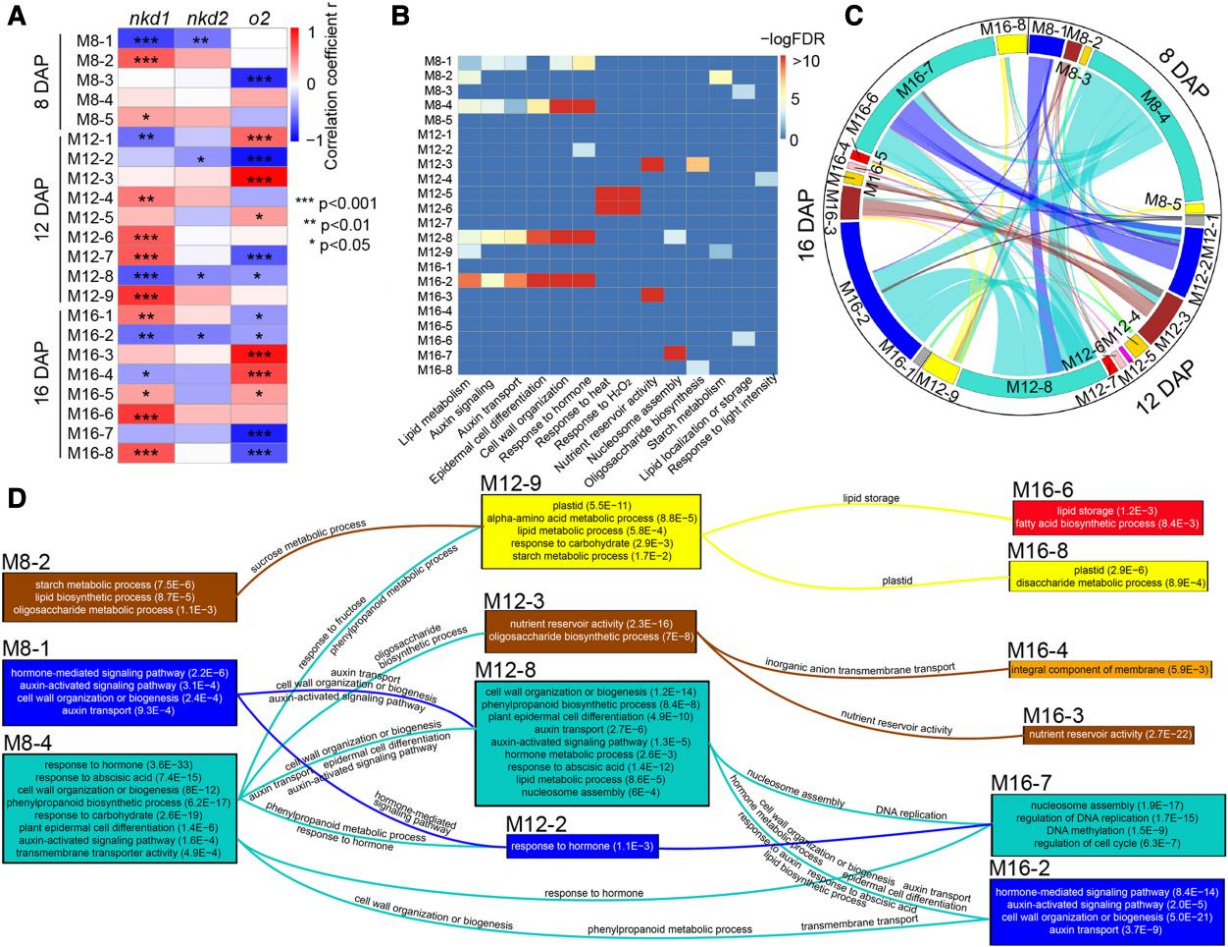
Coexpression modules correlated with *nkd1, 2*, and *o2* at individual timepoints and dynamic relationships of modules between different timepoints. **A)** The correlation of *nkd1*, *nkd2*, and *o2* gene expression with the ME of corresponding coexpression modules at different DAPs (e.g. M12-5 represents the Module #5 at 12 DAP). The heatmap indicates positive (upregulation) or negative (downregulation) correlations between the 3 key TFs and the corresponding modules. *P < 0.05, **P < 0.01, and ***P < 0.001, respectively, by Pearson correlation test. **B)** Enriched gene ontology (GO) terms of the corresponding coexpression modules. The heatmap indicates –logFDR of the GO terms. **C)** The chord diagram shows the dynamic change of coexpression modules over time. The size of the arcs is proportional to the number of genes in the corresponding modules. The chord connecting 2 arcs represents genes expressed at both timepoints in the corresponding modules. **D)** The split and convergence of the modules over time. The main enriched GO terms are listed in the boxes corresponding to the modules. The FDR of each GO term is shown in parentheses. Lines connecting boxes represent genes overlapping between the 2 modules. The GO term(s) of the overlapping genes are listed above or below the line.

Modules at 12 and 16 DAP were generally similar to those called by pooled timepoint and had many similarities to each other in TF correlations and functions. For instance, both M12-8 and M16-2 are negatively correlated with *nkd1, 2*, and *o2* and are associated with auxin signaling, cell wall organization, and plant epidermal cells; both M12-3 and M16-3 are positively correlated with *o2*, and both associated with nutrient reservoir activity (Supplemental Data Set 7). These patterns are consistent with many modules called by pooled timepoint WGCNA (such as M1, M7, M9, and M10) (Fig. 2, B, H, J and K); however, some modules were identified specific to 12 DAP, such as M12-4, 5, and 6 associated with stress response (Fig. 3B).

Several modules at different timepoints had similar TF correlations and enriched GO terms; hence, we traced module gene members over time to reveal the dynamic relationships among modules. The result showed that modules split and converge from one timepoint to the next (Fig. 3, C and D). For example, 12.9% and 25.9% of genes in M12-8 were shared with M8-1 and M8-4, respectively, 47.1% and 14.3% of genes in M16-2 were shared with M12-8 and M8-4, respectively, and 22.4% and 19.8% of genes in M16-7 were shared with M12-2 and M12-8, respectively. The similarities in gene membership reflect functional similarities among modules at different timepoints as seen in enriched GO term similarities of these modules (Fig. 3, B and D). For example, genes involved in sucrose metabolic processes in M8-2 and fructose response in M8-4 merge to M12-9 and may contribute to carbohydrate response and starch metabolic processes, whereas genes involved in lipid storage and other processes in plastids in M12-9 split into 2 modules at 16 DAP associated with more specific functions (Fig. 3D).

### NKD1, 2, and O2 interact to regulate gene networks

Coexpression network analysis suggested that NKD1, NKD2, and O2 may interact to regulate gene networks; MEs of double or triple mutants showed different dynamic patterns compared with corresponding single mutants (Fig. 2), and some modules are correlated with more than 1 of the 3 key TFs (Fig. 3A). To further analyze the interactions of NKD1, 2, and O2 in regulating gene networks, a multifactorial analysis was performed on DEGs of each timepoint. If the log2FC value of a DEG in mutant TF1, given WT TF2, is significantly different from mutant TF1, given mutant TF2, this gene is considered to be affected by the interaction between TF1 and TF2.

Interactions were identified among all TF combinations, and the number of DEGs affected varied over time (Fig. 4A; Supplemental Data Set 8). 

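For each pair of factors, the 16 libraries of the 4 genotypes that cross them were fitted with both factors and their interaction. The interaction term was tested on the DEGs of the timepoint by edgeR's quasi-likelihood test (adjusted P under 0.05 by Benjamini-Hochberg over those DEGs). At 8 DAP, 2716 of 6148 DEGs tested (44.2%) had an *nkd1*-*nkd2* interaction, 2369 of 5981 (39.6%) an *nkd1*-*o2* interaction, and 3259 of 6073 (53.7%) an *nkd2*-*o2* interaction. An interaction of *nkd1 nkd2* with *o2* was found at 8 DAP in 1350 of 6153 DEGs (21.9%). The term was positive for 2271 of the *nkd1*-*nkd2* genes at 8 DAP and negative for 445, and positive for 2791 of the *nkd2*-*o2* genes and negative for 468. A gene lower than in WT by a like amount in every mutant genotype fitted also gives a positive term. At 8 DAP, 1767 genes were lower than in WT in at least 3 mutants. The signs and counts at 8 DAP can thus include a difference of the WT libraries alone, which was not separated from gene interaction.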

NKD1–NKD2, NKD1–O2, and NKD2–O2 interactions affect greater numbers of genes at 8 DAP than 12 or 16 DAP, whereas the interaction among NKD1–NKD2–O2 influences gradually increasing numbers of genes from 8 to 16 DAP (Fig. 4A). 

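At 12 DAP, the interaction term passed for 1117 genes (16.6% of the DEGs tested) for *nkd1*-*nkd2*, 1563 (23.5%) for *nkd1*-*o2*, 1349 (20.1%) for *nkd2*-*o2*, and 2168 (30.7%) for *nkd1 nkd2* with *o2*. At 16 DAP, the counts were 2446 (30.9%), 2188 (27.6%), 2208 (27.4%), and 2636 (30.0%). The count was highest at 8 DAP for each pair of single genes, and rose at each timepoint for *nkd1 nkd2* with *o2*. Of 11 alternatives, this order held in 7 for *nkd1*-*nkd2*, 9 for *nkd1*-*o2*, 11 for *nkd2*-*o2*, and 10 for *nkd1 nkd2* with *o2*. For *nkd1*-*nkd2* it failed without replicate 1, 3, or 4. It also failed there with the replicate block, with 2197 genes at 8 DAP and 2364 at 16 DAP. Leaving out replicate 2 of every group moved the *nkd2*-*o2* count at 8 DAP most, to 1493 genes.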

The regulatory functions of each interaction are dynamic. For instance, the NKD1–NKD2 interaction most strongly impacts genes in hormone response, phenylpropanoid metabolism, and cell wall formation at 8 DAP, response to temperature and hydrogen peroxide at 12 DAP, and nucleosome assembly at 16 DAP (Fig. 4B). The effect of NKD1–NKD2–O2 interaction on nutrient reservoir activity gradually becomes stronger from 8 to 16 DAP and also affects response to temperature and hydrogen peroxide at 16 DAP (Fig. 4B).

**Figure 4.**
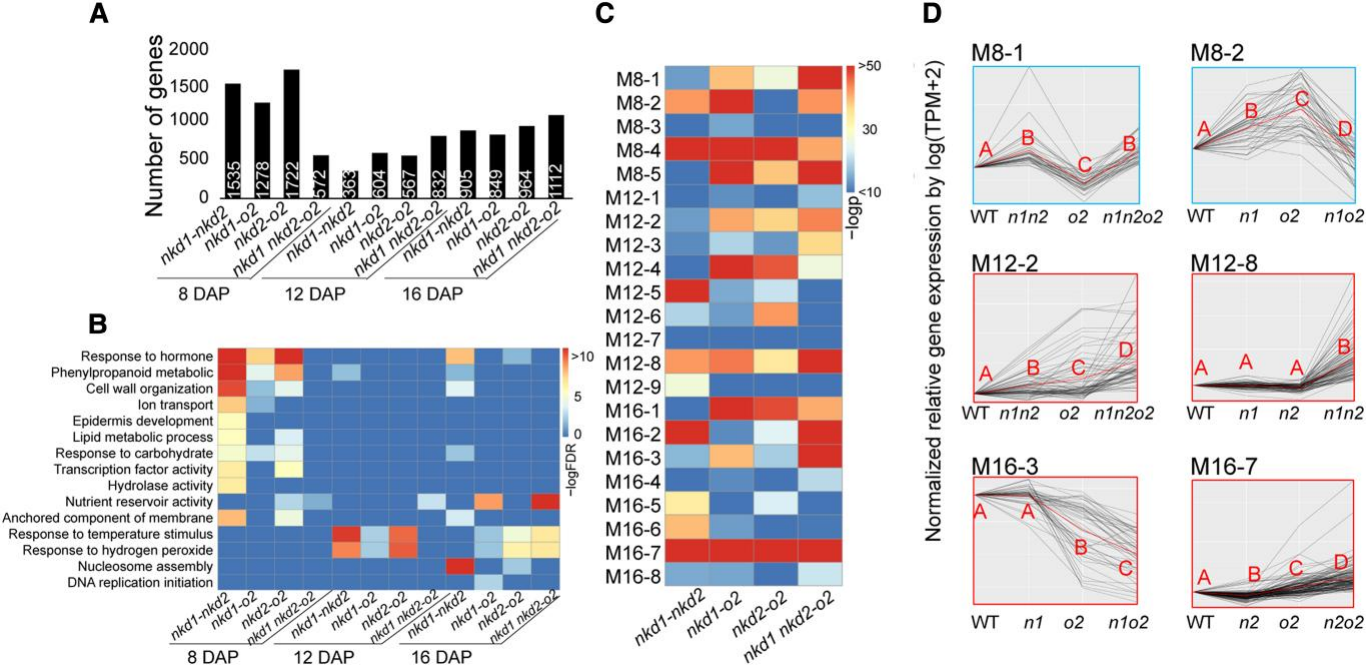
The effects of interaction between *nkd1, nkd2*, and *o2* on DEGs and coexpression networks. **A)** Number of DEGs affected by corresponding interactions (e.g. *nkd1-o2* represents the interaction effect of *nkd1* and *o2*). **B)** Gene ontology (GO) terms affected by corresponding interactions (e.g. *nkd1-o2* represents the interaction effect of *nkd1* and *o2*). The heatmap represents –logFDR as shown on the scale (blue = 0, red = 10 or greater). **C)** Coexpression modules affected by corresponding interactions. The heatmap indicates the significance level, via hypergeometric test, of the overlap between the genes affected by corresponding interactions and the genes in the corresponding modules (e.g. M8-1 = module 8-1). Colors represent –log*p* as shown on the scale. **D)** The normalized relative gene expression by genotypes in selected modules. The uppercase letters represent significance levels (*P* < 0.05) by pairwise *t*-test of mean gene expression values of each genotype. The upper 2 graphs show overall suppression, while the lower 4 illustrate enhancement interactions between 2 individual factors. For example, D (M16-3) showed that the genes in this module were influenced by enhancement effect of *nkd1–o2* interaction (expression in *nkd1 o2* is significantly lower than the additive effect of *nkd1* and *o2*). TPM, transcripts per million; M, module.

Interactions among the 3 key TFs were also dynamic in regulating coexpression modules. Hypergeometric tests between interaction-affected DEGs and coexpression modules showed that M8-1, 2, 4, 5; M12-4, 5, 8; and M16-1, 2, 3, 7 have significant overlap (−log*p* > 50) with at least one of the interaction pairs (Fig. 4C), indicating that these modules are likely to be influenced by interactions among the TFs. Interactions caused diverse effects on gene expression in different modules (Fig. 4D). For instance, genes in M8-1 were downregulated in *o2* mutant compared with *nkd1 nkd2* double mutant, whereas there was no significant difference between *nkd1 nkd2 o2* triple mutant and *nkd1 nkd2* (Fig. 4D). Hence, mutations of *nkd1* and *nkd2* may suppress the effect of mutation of *o2* in this module. In genes of M16-3, no significant expression change was identified between WT and *nkd1*, whereas gene expression decreased more in *nkd1 o2* double mutant than *o2* single mutant (Fig. 4D), suggesting that *nkd1* may enhance the effect of *o2* in this module.

### Functions of NKD1, 2, and O2 gene networks in endosperm tissue types

To explore how NKD1, NKD2, and O2 regulate gene expression in specific endosperm tissues, data from this study were compared with previously published genes expressed preferentially in specific tissue types, which were obtained by performing RNAseq on specific tissues isolated from 8 DAP endosperm using laser capture microscopy (Zhan et al. 2015). Hypergeometric tests were performed to test overlap between these tissue-specific endosperm genes and 8 DAP genes from our study that were: (i) differentially expressed in each mutant genotype, (ii) correlated with coexpression modules, or (iii) affected by interactions of the 3 key TFs. DEGs of *nkd1 nkd2* have significant overlap with genes specific to every cell type except BETL, whereas *o2* DEGs are only associated with BETL and CSE (Fig. 5). Coexpression modules M8-1 and M8-3 contain significant numbers of AL genes (Fig. 5). These modules are involved with lipids, hormones, and cell wall (Fig. 3B), functions of particular importance to AL. M8-1 is also enriched for CZ and ESR genes, while M8-2 (starch metabolism) overlaps with CSE genes. Various gene interactions affected genes expressed in every tissue except AL.

**Figure 5.**
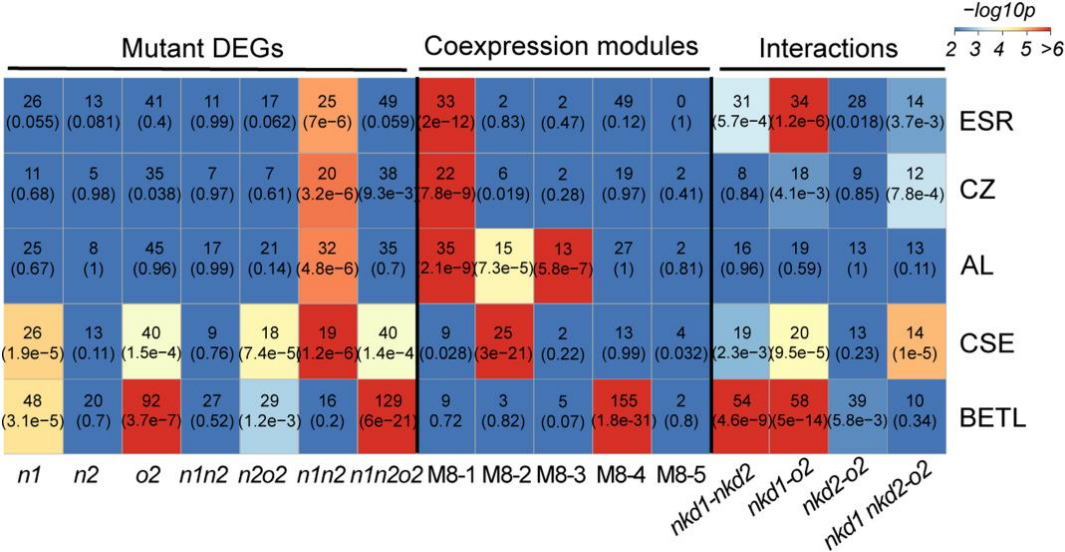
Overlap of endosperm tissue-preferential genes with DEGs, coexpression modules, or genes affected by interactions at 8 DAP. The upper number in the grid represents the number of overlapping genes, and the number in the parentheses represents the corresponding *P*-value via hypergeometric test. *n1, n2, o2, n1o2, n2o2, n1n2,* and *n1n2o2* represent DEGs, relative to WT, of *nkd1, nkd2, o2, nkd1 o2, nkd2 o2, nkd1 nkd2,* and *nkd1 nkd2 o2.* M8-1 to M8-5 represent coexpression modules 8-1 to 8-5. *nkd1-nkd2, nkd1-o2, nkd2-o2*, and *nkd1 nkd2-o2* represent interaction effects of *nkd1* with *nkd2*, *nkd1* with *o2*, *nkd2* with *o2,* and *nkd1 nkd2* with *o2*, respectively. CSE, central SE.

### NKD1, 2, and O2 regulate coexpression modules directly or indirectly through hub TFs

To further characterize regulatory functions, DNA affinity purification and sequencing (DAP-seq) was performed on NKD1 and NKD2 proteins produced in vitro. Motif enrichment analysis showed potential binding motifs of NKD1 and NKD2 similar to reported (Gontarek et al. 2016) with a TTTGTC core (Fig. 6A). There were 1,951 peaks called for NKD1 and 56,855 for NKD2, of which 93 and 1,692 peaks were located within 3 kb of annotated transcription start sites (TSSs) of 92 and 1,233 genes, respectively (Fig. 6B; Supplemental Data Sets 9 and 10). All NKD1 bound genes were contained among the NKD2 bound genes. The NKD2 consensus binding sequence, TTTGTC[CT]T, was found at 225,434 sites throughout the genome, of which 13.96% were located within 3 Kb of the annotated TSS. Among the bound sites, 28.76% were within 3 Kb of the annotated TSS for NKD1, and 21.82% for NKD2 (Supplemental Fig. S7, A to C). Among the sites flanking the annotated TSS, bound sites had a propensity to occur in 2 or more copies per gene, whereas the unbound sites mainly occurred as singlets (Supplemental Fig. S7, D and E).

**Figure 6.**
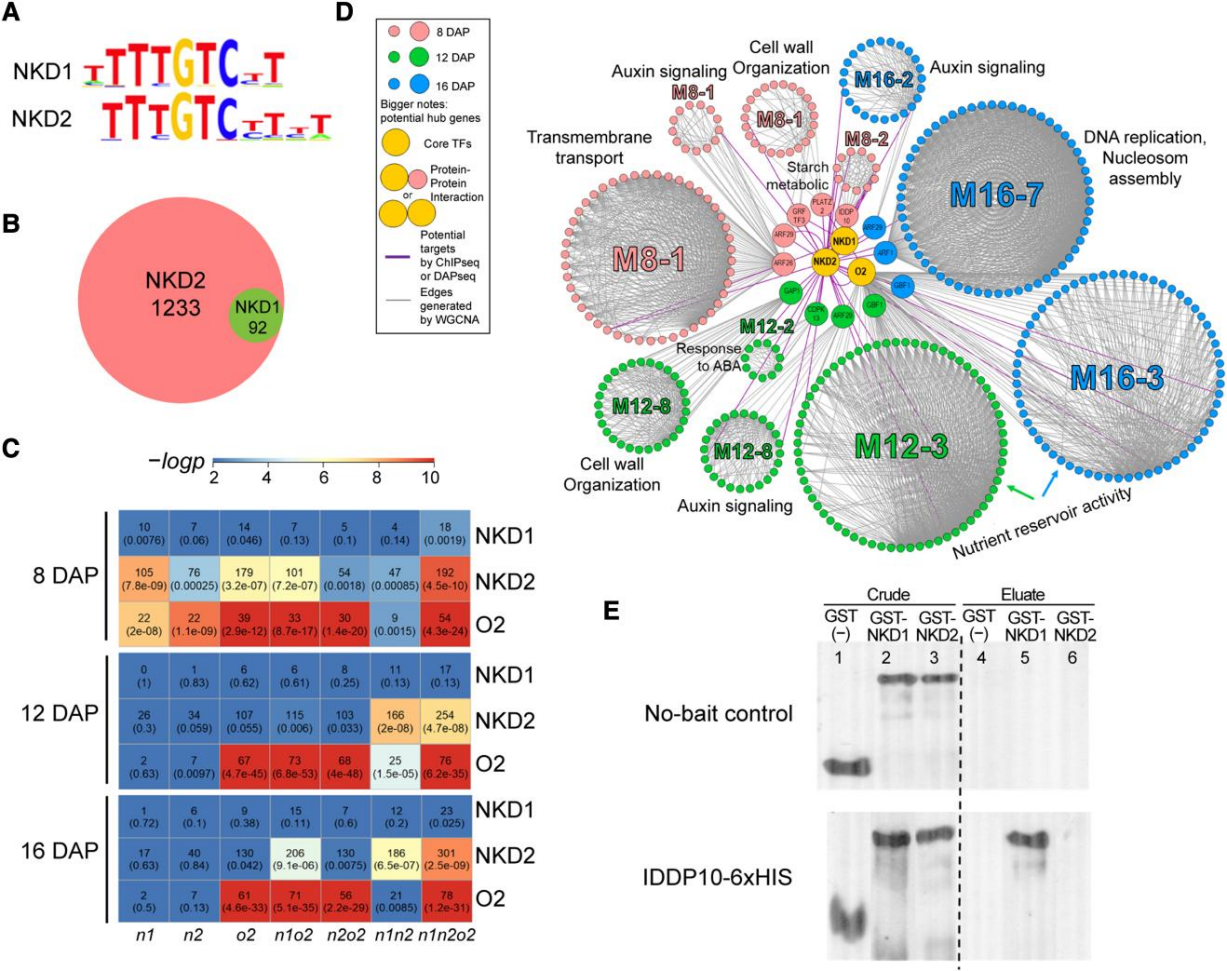
DAP-seq analysis of NKD1 and NKD2 and hierarchical network layout based on individual timepoint WGCNA and DAP-seq. **A)** Binding motif of NKD1 and NKD2. **B)** Venn diagram illustrating the number of NKD1 and NKD2 bound genes. **C)** Hypergeometric test of the NKD1, NKD2, and O2 bound genes overlapping with DEGs of the mutant genotypes at 8, 12, and 16 DAP. The upper number in the grid represents the number of overlapping genes, and the number in parentheses represents the corresponding *P*-value. **D)** Hierarchical gene network layout of selected coexpression modules generated via Cytoscape 3.7.2. The size of the circles is based on the tiers of the genes in the hierarchy. The heavy edges connect the TFs and their potential direct targets, and the light edges connect coexpressed genes in the corresponding modules that are not direct targets. **E)** Pull-down assay showed protein–protein interaction between IDDP10 and NKD1. IDDp10-6xHIS was used as bait, and NKD1 or NKD2 fused with GLUTATHIONE-S-TRANSFERASE (GST) were prey. In vitro translated proteins were mixed and applied to a 6xHIS affinity resin, followed by elution. Prey proteins were detected by immunoblot analysis using anti-GST antibodies. Lanes 1 to 3 show crude input, 4 to 6 show eluate. The IDDp10-6xHIS bait was able to bind to GST-NKD1 (lane 5, lower panel) but not to GST-NKD2 (lane 6), nor GST alone (lane 4). In the absence of bait protein, no prey proteins were retained by the resin (upper panel).

The NKD1 and NKD2 bound genes, together with published ChIP-seq O2 targets (Zhan et al. 2018), were incorporated with DEGs identified for mutant genotypes at each timepoint. The intersection between DAP-seq targets or published ChIP-seq O2 targets and DEGs were considered potential direct targets of NKD1, 2, or O2 regulation. O2 ChIP-seq targets had significant (*P* < 1e−6) overlap with *o2* mutant DEGs across all 3 timepoints (Fig. 6C). NKD2 DAP-seq targets significantly overlapped (*P* < 1e−6) with DEGs of *nkd1*, *o2*, *nkd1 o2*, and *nkd1 nkd2 o2* at 8 DAP, whereas at 12 and 16 DAP, only *nkd1 nkd2* and *nkd1 nkd2 o2* DEGs overlapped (Fig. 6C). NKD1 DAP-seq targets had low overlap due to the low number of peaks. Among the putative direct targets of NKD1 and NKD2, 25% to 50% were TFs, and the most significantly enriched GO term was “transcription factor activity” (GO:0003700) across all timepoints (Table 1; Supplemental Table S3).

**Table 1.** GO terms of NKD1 or NKD2 potential direct targets at 8, 12, and 16 DAP

TF	DAP	GO	Description	FDR
NKD1	8	GO:0003700	Transcription factor activity, sequence-specific DNA binding	4.30E−02
NKD1	8	GO:0046983	Protein dimerization activity	4.30E−02
NKD2	8	GO:0003700	Transcription factor activity, sequence-specific DNA binding	1.80E−28
NKD2	8	GO:0046983	Protein dimerization activity	6.60E−13
NKD2	8	GO:0007389	Pattern specification process	6.30E−16
NKD2	8	GO:0009888	Tissue development	1.10E−08
NKD2	8	GO:0009755	Hormone-mediated signaling pathway	1.10E−08
NKD2	8	GO:0001708	Cell fate specification	1.50E−05
NKD2	8	GO:0019252	Starch biosynthetic process	7.10E−04
NKD1	12	GO:0044255	Cellular lipid metabolic process	2.50E−02
NKD2	12	GO:0003700	Transcription factor activity, sequence-specific DNA binding	7.50E−24
NKD2	12	GO:0046983	Protein dimerization activity	2.30E−05
NKD2	12	GO:0045735	Nutrient reservoir activity	1.40E−03
NKD2	12	GO:0009755	Hormone-mediated signaling pathway	3.00E−12
NKD2	12	GO:0048316	Seed development	7.30E−07
NKD2	12	GO:0008610	Lipid biosynthetic process	7.70E−06
NKD2	12	GO:0005984	Disaccharide metabolic process	1.20E−04
NKD1	16	GO:0044249	Cellular biosynthetic process	4.40E−02
NKD2	16	GO:0003700	Transcription factor activity, sequence-specific DNA binding	1.70E−29
NKD2	16	GO:0046983	Protein dimerization activity	1.80E−14
NKD2	16	GO:0045735	Nutrient reservoir activity	5.20E−03
NKD2	16	GO:0009755	Hormone-mediated signaling pathway	5.00E−11
NKD2	16	GO:0048316	Seed development	1.40E−07
NKD2	16	GO:0009311	Oligosaccharide metabolic process	2.10E−04
NKD2	16	GO:0034728	Nucleosome organization	2.20E−04
NKD2	16	GO:0008610	Lipid biosynthetic process	6.30E−03

To further investigate how O2, NKD1, and NKD2 coregulate gene expression, hub genes were called with module membership scores greater than 0.8, indicating significant connectivity within the module. Hub genes that were potential targets of NKD1 and NKD2 included genes encoding TFs, kinases, and protein processing-related factors (Table 2), suggesting that NKD1 and 2 may regulate coexpression modules in a hierarchical pattern. 

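The 29 entries of Table 2, for 21 genes, were tested at the timepoint of their module. All 29 were a DEG in at least one mutant there, 29 of them in *nkd1 nkd2 o2* and 20 in *nkd1 nkd2*. Of the 203 comparisons of a gene in a mutant with WT, 115 had an adjusted P under 0.05 over all genes tested and 127 when adjusted over the list alone, which the paper drew from its own calls on these libraries. Here *bhlh156* (Zm00001d017908) at 8 DAP rose in *nkd1 nkd2* (log2FC 1.65, standard error 0.303, adjusted P = 0.000419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript of *bhlh96* (Zm00001d007382) fell in *nkd1 nkd2 o2* (log2FC −3.12, standard error 0.401, adjusted P = 1.7e-06). Its change in *nkd1 nkd2* was not past the limits (log2FC −0.99, adjusted P = 0.0682 by the same test).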

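The transcript of *bzip17* (Zm00001d046937) was lower in *o2* than in WT at 12 DAP, with a log2FC of −5.59 (standard error 0.421, adjusted P = 3.6e-11), and at 16 DAP, with a log2FC of −1.57 (standard error 0.478, adjusted P = 0.0112 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript of g-box binding factor1 (*gbf1*, Zm00001d039065) was lower at 12 DAP, with a log2FC of −3.30 (standard error 0.178, adjusted P = 2.9e-14), and at 16 DAP, with a log2FC of −1.91 (adjusted P = 2.1e-05 by the same test). In *nkd1 nkd2* at 12 DAP, neither gene was separable from WT, with log2FC values of −0.31 for *bzip17* and 0.08 for *gbf1* (adjusted P = 0.522 and 0.746 by the same test). In *nkd1 nkd2 o2* at 16 DAP, the log2FC was −6.37 for *bzip17* and −3.10 for *gbf1*.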

O2 target hub genes included the TF genes *bzip17* and *g-box binding factor1* (*gbf1*) indicating that O2 also functions hierarchically within this network. Genes for AUXIN RESPONSE FACTOR1 (ARF1) and ARF29 were among the potential NKD2 targets, and since published DAP-seq targets were available for these factors (Galli et al. 2018; Zhan et al. 2018), they were also incorporated to build a gene regulatory network with selected modules (Fig. 6D). 

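At 8 DAP, *platz2* (Zm00001d029437) was at 50.1 ± 4.59 CPM in WT and 143 ± 25.2 CPM in *nkd1 nkd2* (SD, n = 4), a log2FC of 1.51 (standard error 0.134, adjusted P = 9.5e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It also rose in *nkd1* (log2FC 0.61, adjusted P = 0.00218) but not in *nkd2* (log2FC −0.04, adjusted P = 0.868 by the same test); the difference between these single mutants was not tested. The rise of *grftf3* (Zm00001d021362) was below the log2FC limit of a DEG in *nkd1 nkd2* (log2FC 0.80, standard error 0.155, adjusted P = 0.000766) and past it in *nkd1 nkd2 o2* (log2FC 1.17, adjusted P = 2.7e-06 by the same test). The transcript of *arf29* (Zm00001d026540) rose in *nkd1* (log2FC 1.73, standard error 0.342, adjusted P = 0.00112), in *nkd1 nkd2* (log2FC 2.12, adjusted P = 9.5e-05), and in *nkd1 nkd2 o2* (log2FC 2.64, adjusted P = 2.4e-06 by the same test). Its value in *nkd2* was not separable from WT (log2FC 0.66, adjusted P = 0.180).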

At 8 DAP, NKD1 and NKD2 regulate M8-1 responsible for cell wall organization, auxin signaling, and transmembrane transport possibly through TFs PLANT AT-RICH SEQUENCE AND ZINC BINDING PROTEIN2 (PLATZ2), GROWTH REGULATING FACTOR TF (GRFTF3), and ARF29.

**Table 2.** Potential NKD1, NKD2, and O2 modulated hub genes of selected modules

Module	DAP	Hub gene id	Hub gene product	Description	Module membership score	Potential target of
M8-1	8	Zm00001d029437	PLATZ2	PLATZ transcription factor family protein	0.938873691	NKD1, NKD2
M8-1	8	Zm00001d021362	GRFTF3	Homolog of growth-regulating factor 9	0.864321005	NKD1, NKD2
M8-1	8	Zm00001d017908	BHLH156	Homolog of transcription factor BIM3	0.846721007	NKD2
M8-1	8	Zm00001d026540	ARF29	Homolog of auxin response factor 5	0.800065026	NKD2
M8-2	8	Zm00001d007382	BHLH96	Homolog of Transcription factor ICE1	0.824640415	NKD2
M12-2	12	Zm00001d031522	ARF1	Auxin response factor 1	0.975753404	NKD2
M12-2	12	Zm00001d024488	MYB155	Homolog of MYB domain protein 118	0.959466374	NKD2
M12-2	12	Zm00001d051568	TUBTF6	Tubby-like F-box protein 6	0.952357799	NKD2
M12-2	12	Zm00001d036416	CDPK13	Calcium-dependent protein kinase13	0.879817661	NKD2
M12-3	12	Zm00001d018971	O2	Regulatory protein opaque-2	0.976845488	NKD2
M12-3	12	Zm00001d046937	BZIP17	Basic leucine zipper 17	0.978356856	O2
M12-3	12	Zm00001d039065	GBF1	G-box binding factor 1	0.947779763	O2
M12-3	12	Zm00001d038288	MYBR13	Putative MYB DNA-binding domain superfamily protein	0.963581808	NKD2
M12-5	12	Zm00001d033987	HSFTF17	Homolog of heat stress transcription factor A-6b	0.907691436	NKD2
M12-8	12	Zm00001d021362	GRFTF3	Homolog of growth-regulating factor 9	0.903802679	NKD1, NKD2
M12-8	12	Zm00001d029437	PLATZ2	PLATZ transcription factor family protein	0.89337778	NKD1, NKD2
M12-8	12	Zm00001d033174	GAP1	Golgi associated protein homolog	0.93285082	NKD2
M12-8	12	Zm00001d017726	GLK11	Homeodomain-like superfamily protein	0.912192373	NKD2
M12-8	12	Zm00001d007173	ABI39	Homolog of B3 domain-containing transcription repressor VAL2	0.899143178	NKD2
M12-8	12	Zm00001d026540	ARF29	Homolog of auxin response factor 5	0.837692812	NKD2
M16-2	16	Zm00001d017900	DOF42	Homolog of Dof zinc finger protein DOF5.4	0.943253299	NKD1, NKD2
M16-2	16	Zm00001d008808	MYBR24	Putative MYB DNA-binding domain superfamily protein	0.940741423	NKD1, NKD2
M16-2	16	Zm00001d002234	HB75	Homeodomain leucine zipper family IV protein	0.935349746	NKD2
M16-2	16	Zm00001d020670	HB11	Homolog of homeobox-leucine zipper protein HAT3	0.92812669	NKD2
M16-3	16	Zm00001d018971	O2	Regulatory protein opaque-2	0.923257678	NKD2
M16-3	16	Zm00001d039065	GBF1	G-box binding factor 1	0.872074634	O2
M16-3	16	Zm00001d046937	BZIP17	Basic leucine zipper 17	0.830433051	O2
M16-7	16	Zm00001d031522	ARF1	Auxin response factor 1	0.988098645	NKD2
M16-7	16	Zm00001d024488	MYB155	Homolog of MYB domain protein 118	0.963596519	NKD2

While not identified as a potential target of NKD1 or NKD2, *idd protein10* (*iddp10*) was called as a hub gene for M8-2, associated with starch metabolism. IDDP10 is closely related to NKD1 and 2 (Yi et al. 2015; Coelho et al. 2018) and can heterodimerize with NKD1 based on a pull-down assay (Fig. 6E), indicating NKD1 and IDDP10 may coregulate M8-2. At 12 DAP, NKD2 potential targets *cyclin dependent kinase13* (*cdpk13*) and *myb155* are hub genes for M12-2 that contribute to ABA response; ARF29 and GOLGI ASSOCIATED PROTEIN1 (GAP1) may regulate M12-8 associated with auxin signaling and cell wall organization, respectively. 

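At 12 DAP, *cdpk13* (Zm00001d036416) rose in *nkd1 nkd2* (log2FC 1.05, standard error 0.175, adjusted P = 4.0e-05) and in *nkd1 nkd2 o2* (log2FC 1.86, standard error 0.178, adjusted P = 1.3e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its rise in *nkd2* alone was below the log2FC limit of a DEG (log2FC 0.75, adjusted P = 0.00707). The transcript of *myb155* (Zm00001d024488) rose in *nkd1 nkd2 o2* (log2FC 1.74, standard error 0.185, adjusted P = 9.9e-09), and its log2FC was 0.71 in *nkd1 nkd2* (adjusted P = 0.00334) and −0.50 in *nkd2* (adjusted P = 0.0843 by the same test). No WT library had a read on *arf29* at 12 DAP, and it was at least 5.44-fold higher in *nkd1 nkd2* and at least 7.35-fold higher in *nkd1 nkd2 o2*, measured against a floor of 3 counts. For *gap1* (Zm00001d033174), the log2FC was 1.62 in *nkd1 nkd2* (standard error 0.160, adjusted P = 1.7e-08), 2.09 in *nkd1 nkd2 o2* (adjusted P = 2.4e-11), and −0.01 in *nkd2* (adjusted P = 0.992 by the same test).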

At 16 DAP, ARF1, a potential target of NKD2, may regulate M16-7 responsible for DNA replication and nucleosome assembly. Furthermore, as a direct target of NKD2, O2 itself is a hub gene regulating M12-3 and M16-3, involved in nutrient storage (Fig. 6D).

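The *arf1* transcript (Zm00001d031522) at 16 DAP was higher than in WT in the genotypes with mutant *o2*. Its log2FC was 1.93 in *o2*, 2.59 in *nkd2 o2*, 3.63 in *nkd1 o2*, and 3.72 in *nkd1 nkd2 o2*. It was also higher in *nkd1 nkd2* (log2FC 1.89, adjusted P = 2.5e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the rise was not limited to mutant *o2*. At 12 DAP, its log2FC was 1.58 in *nkd1 nkd2* (standard error 0.216, adjusted P = 2.6e-06) and 3.99 in *nkd1 nkd2 o2* (standard error 0.234, adjusted P = 6.6e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was −0.21 in *nkd2* (adjusted P = 0.588).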

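At 12 DAP, the *o2* transcript was at 266 ± 44.9 CPM in *nkd1 nkd2* (SD, n = 4), a log2FC of −1.27 against WT (standard error 0.226, adjusted P = 8.9e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *nkd2* alone, *o2* was at 529 ± 175 CPM at 12 DAP and 633 ± 164 CPM at 16 DAP, and the log2FC values of −0.28 and −0.57 did not pass the test (adjusted P = 0.467 and 0.102).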

To further explore the architecture of the gene networks, DAP-seq was performed on select downstream TFs from key modules (Supplemental Fig. S8A). For example, GBF1 is a TF in modules M12-3 and M16-3 and is a direct target of O2 (Zhan et al. 2018). GO enrichment analysis of its DAP-seq targets suggested that GBF1 contributes to amino acid and protein production in both modules (Supplemental Fig. S8, A and B and Data Set 11). 

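The transcript of *hsftf10* (Zm00001d021263) at 12 DAP was at 1.11 ± 0.121 CPM in WT, 0.716 ± 0.257 CPM in *nkd2*, 0.474 ± 0.0926 CPM in *nkd1 nkd2*, and 0.114 ± 0.0671 CPM in *nkd1 nkd2 o2* (SD, n = 4). The log2FC was −1.23 in *nkd1 nkd2* (adjusted P = 0.0525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.63 in *nkd2* (adjusted P = 0.442 by the same test), neither past the threshold. It was lower than in WT in *o2* (log2FC −1.73, standard error 0.493, adjusted P = 0.00857), *nkd1 o2* (log2FC −2.24, adjusted P = 0.00121), *nkd2 o2* (log2FC −2.47, adjusted P = 0.000528), and *nkd1 nkd2 o2* (log2FC −3.25, adjusted P = 1.1e-05 by the same test).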

In M12-9, *heat shock factor TF10* (*hsftf10*) is a potential direct target of NKD2 () and shares targets with NKD2, including *chalcone flavone isomerase1* (*chi1*), *chloroplast rna splicing protein2* (*crs2*), and *oil yellow1* (*oy1*), functioning in the plastid (Supplemental Fig. S8, A and C and Data Set 12).

### NKD1, NKD2, and O2 interactively affect endosperm chromatin accessibility

TF action is often apparent by alterations in chromatin accessibility (Xie and Liu 2019). To investigate how interactions among NKD1, NKD2, and O2 affect the endosperm regulatome, we performed ATAC-seq for 16 DAP endosperms of all 8 genotypes (2 biological replicates per genotype). Among 16 sequenced samples, 20,478 to 49,640 (mean: 34,766) peaks were called, representing potential regions of accessible chromatin. Distribution of the peaks on chromatin varies among samples: from 54.35% to 66.73% of peaks are located at distal intergenic regions (>3 kb upstream and >300 bp downstream of an annotated gene), while 6.7% to 12.1% are located in promoter regions (within 3 kb flanking an annotated TSS), and 4.62% to 8.88% are located within 1 kb flanking an annotated TSS (Supplemental Fig. S9 and Data Sets 13 to 20).

PCA showed that the regulatome of WT, *nkd1*, *nkd2*, *o2* single mutants and *nkd1 nkd2* double mutant are well separated from one another, whereas *o2* double or triple mutants are clustered together (Fig. 7A). This suggests that NKD1, NKD2, and O2 interactively influence the endosperm regulatory landscape. To further explore this possibility, differential peak/accessibility analysis of *nkd1*, *nkd2*, and *nkd1 nkd2* versus WT was compared with *nkd1 o2*, *nkd2 o2*, and *nkd1 nkd2 o2* versus *o2*. Compared with WT, *nkd1* and *nkd2* single mutants have overall greater numbers of open regions (upregulated peaks) than closed regions (downregulated peaks), whereas *nkd1 nkd2* double mutant has similar numbers of open and closed regions (Fig. 7B). In contrast, in *o2*-backgrounds, all *nkd1*, *nkd2*, and *nkd1 nkd2* mutants have greater numbers of closed than open regions, suggesting that O2 may influence the ways NKD1 and NKD2 interact with chromatin. On the other hand, we also compared the differential peak/accessibility of *o2* versus WT with *nkd1 nkd2 o2* versus *nkd1 nkd2.* In the WT (or *Nkd1^+^ Nkd2*^+^) and *nkd1 nkd2* mutant backgrounds, *o2* has 836 and 43 differential peaks, respectively (Fig. 7B). This difference indicates that NKD1 and NKD2 also influence how O2 interacts with chromatin.

**Figure 7.**
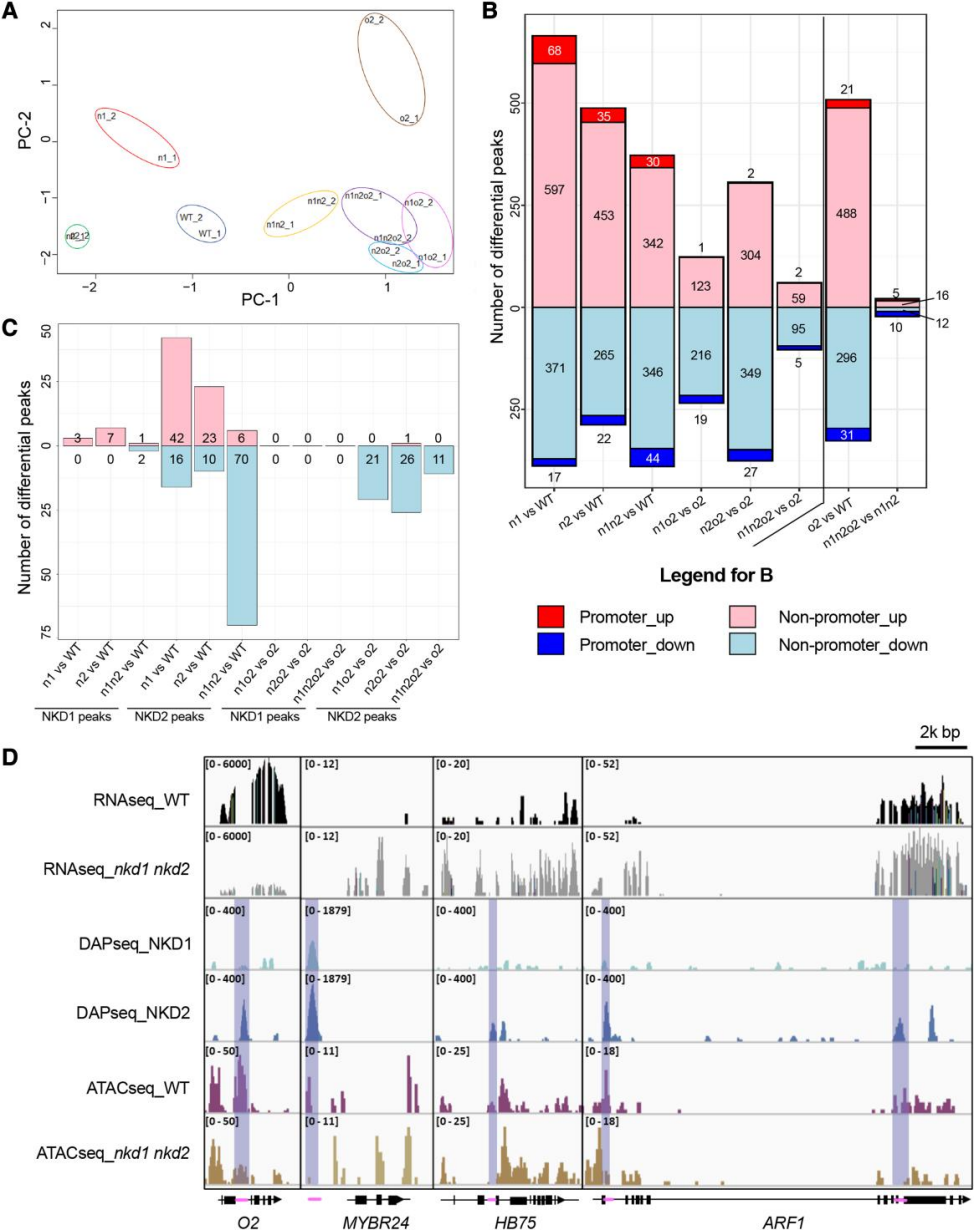
Chromatin accessibility profiles among genotypes of 16 DAP maize endosperm. **A)** PCA of accessible peaks among 8 genotypes (in 2 biological replicates). **B)** Number of differential peaks categorized by more opening (up) or closing (down) peaks at promoter or nonpromoter regions. **C)** Number of overlapping peaks between the ATAC-seq and DAP-seq analysis. **D)** Tracks of RNAseq (WT and *nkd1 nkd2*), DAPseq (NKD1, NKD2), and ATAC-seq (WT and *nkd1 nkd2*) of selected potential direct targets of NKD1 and/or NKD2 listed at Table 2. Differential peaks are highlighted with shading, and the potential NKD1 and/or NKD2 binding regions represented with magenta bars on the gene models. Numbers in brackets represent scale range of corresponding tracks. O2 is downregulated in *nkd1 nkd2* (log2FC = −1.20, adjusted *P* = 0.0022), and MYBR24, HB75, and ARF1 are upregulated in *nkd1 nkd2* (log2FC = 2.75, 1.75 and 1.87; adjusted *P* = 0.017, 1.41E−11, and 1.70E−14, respectively).

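In the fit of the 32 libraries at 16 DAP, the log2FC in *nkd1 nkd2* against WT was −1.18 for *o2* (standard error 0.235, adjusted P = 0.000251 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). It was 2.72 for *mybr24* (Zm00001d008808; standard error 0.904, adjusted P = 0.0205), 1.76 for *hb75* (Zm00001d002234; standard error 0.278, adjusted P = 1.4e-05), and 1.89 for *arf1* (standard error 0.197, adjusted P = 2.5e-08 by the same test). Leaving out replicate 3 of every group moved *mybr24* most, to 3.82, and without replicate 1 (log2FC 2.29, adjusted P = 0.126) or without replicate 2 (log2FC 2.38, adjusted P = 0.0894) it no longer passed.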

To investigate chromatin regions that may be directly regulated by NKD1 or NKD2, DAP-seq data were compared with the differential peaks from ATAC seq, and peaks that overlapped between the 2 datasets were identified. Fewer overlapping peaks were identified for *nkd* mutants in an *o2* mutant background than *O2^+^* (Fig. 7C), which agrees with the above finding that O2 affects chromatin accessibility of NKD1 and NKD2. Interestingly, in the *O2^+^* background, the number of open chromatin regions for NKD1 or NKD2 are greater in single mutants of *nkd2* or *nkd1*, respectively, whereas when both *nkd1* and *nkd2* are mutated; there is a sharp increase of closed chromatin regions (Fig. 7C).

To examine how the differential chromatin accessibility could affect the expression of NKD1 or NKD2 potential target genes, we incorporated the tracks of WT and *nkd1 nkd2* RNAseq and ATAC-seq, as well as NKD1 and 2 DAPseq peaks for selected hub genes from coexpression modules at 16 DAP (Fig. 7D; Table 2). For the *o2* gene, RNAseq showed decreased readcounts in the *nkd1 nkd2* mutant compared with WT. 

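At 16 DAP, *o2* was at 334 to 486 CPM in the 4 *nkd1 nkd2* libraries and at 853 to 1031 CPM in the 4 WT libraries, with no overlap (exact permutation test, two-sided P = 0.0286, the smallest P that 4 against 4 allow).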

In intron 2 of *o2*, DAPseq identified a NKD2 binding site that is coincident with a region of chromatin that ATAC-seq showed had decreased accessibility in the *nkd1 nkd2* mutant (Fig. 7D). This suggests that NKD2 may upregulate *o2* by binding to the second intron. Similarly, there is a differentially accessible NKD2 binding site in intron 2 of *homeobox TF75* (*hb75*), which shows elevated expression in *nkd1 nkd2* mutant, suggesting NKD2 binding may downregulate *hb75* (Fig. 7D). 

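The *hb75* transcript was at 6.20 ± 1.24 CPM in *nkd1 nkd2* and 1.83 ± 0.647 CPM in WT at 16 DAP (SD, n = 4).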

NKD1 and NKD2 may downregulate *mybr24* by binding to a promoter element (Fig. 7D), while multiple NKD2 binding sites in the transcribed regions of *arf1* may downregulate expression (Fig. 7D).

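The *mybr24* transcript was at 0.517 ± 0.181 CPM in *nkd1 nkd2*, from 14 to 40 reads per library, and 0.0753 ± 0.0811 CPM in WT, from 1 to 6 reads per library (SD, n = 4). Its fold change thus rests on few reads. The *arf1* transcript was at 31.6 ± 2.67 CPM in *nkd1 nkd2* and 8.53 ± 1.56 CPM in WT. From such changes in transcript level, together with the binding sites and the chromatin accessibility at these genes, the paper proposes that NKD2 may upregulate *o2* and downregulate *hb75*, that NKD1 and NKD2 may downregulate *mybr24*, and that NKD2 binding sites may downregulate *arf1*.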

To elucidate the nature of increased accessibility regions, motif enrichment analysis was performed on potential NDK2 DAP-seq target regions overlapping with differential accessibility regions caused by *nkd1*, *nkd2*, or *nkd1 nkd2* mutants. The result showed that binding motifs of IDD family TFs are most significantly enriched, followed by TFs of other families, including HMG, bZIP, bHLH, DOF, RING-type, and MADS (Supplemental Table S4).

## Discussion

### Synthetic phenotypes of *nkd1*, *nkd2*, and *o2* mutants may be associated with disruption of grain filling processes

The *nkd1 o2* double mutant and *nkd1 nkd2 o2* triple mutant produced synthetic kernel phenotypes not observed in single or *nkd1 nkd2* double mutants (Fig. 1; Supplemental Fig. S1). While the *nkd1* single mutant did not produce a visible phenotype, *nkd1 o2* double mutants have wrinkled kernels in addition to the opaque phenotype of *o2*. Similarly, the *nkd2 o2* double mutant showed only the opaque phenotype of *o2*, while *nkd1 nkd2 o2* showed extremely small, wrinkled kernels. These genetic interactions indicate that NKD1, NKD2, and O2 have related functions in kernel development. Wrinkled kernel phenotypes often result from disruption of grain filling processes (Tsai and Nelson 1966; James et al. 1995; Zhang et al. 2016, 2019a, 2019b; Yang et al. 2021). Protein bodies and starch granules normally form a matrix that produces the hard, vitreous endosperm and desirable physiochemical properties (Wu et al. 2010; Holding 2014). Defects in either proteins or starch may produce a loose unstable matrix that results in opaque, chalky, or shrunken endosperm (Wu et al. 2010). This is consistent with our phenotypic and transcriptomic analyses. Mutant combinations with wrinkled kernels caused decreased starch accumulation and defects in starch grain morphology (Fig. 1, D and E). They also caused smaller protein bodies and pronounced deficiencies in zein storage protein accumulation (Fig. 1, D and F; Supplemental Figs. S2 to S4). 

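The zein genes of the pooled-timepoint module M1, 16 genes, were counted as lower or higher DEGs in each mutant. The paper grouped M1 from DEGs of these same libraries, so these counts are not an independent test. Zein genes outside M1 were not counted. Reads of near-identical zein copies could have been left uncounted or placed on another copy, which was not tested, so the value of a single copy is uncertain. At 12 DAP, 15 of the 16 were lower in *o2*, 16 in *nkd1 o2*, 15 in *nkd2 o2*, 14 in *nkd1 nkd2*, and 16 in *nkd1 nkd2 o2*, and none was lower in *nkd1* or *nkd2*. At 16 DAP, 8 were lower in *o2*, 15 in *nkd1 o2*, 13 in *nkd2 o2*, and 16 in *nkd1 nkd2 o2*, and 1 gene was higher in each of *o2*, *nkd1 o2*, *nkd2 o2*, and *nkd1 nkd2*. In the fit of all 32 libraries, 14 of the 16 had a negative log2FC in *nkd1 nkd2* at 16 DAP and 0 passed as lower DEGs or at an unadjusted P under 0.05; in the fit of only WT and *nkd1 nkd2*, 4 passed as lower DEGs. At 8 DAP, 4 were lower in *o2*, 2 in *nkd1 o2*, 5 in *nkd2 o2*, and 11 in *nkd1 nkd2 o2*, and 1 was higher in each of *nkd1* and *nkd2*. In the fit of only WT and *o2* at 16 DAP, 14 passed as lower in *o2*, and without replicate 4 the number was also 14.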

WGCNA indicated that regulating the accumulation of grain storage products is a major function of these 3 TFs. At 8 DAP, *nkd1* is positively correlated with module M8-2 associated with starch metabolism (Fig. 3, A, B, and D), and at 16 DAP, *nkd2* and *o2* interact to regulate M16-3 associated with storage protein production (Fig. 4, B to D).

### NKD1 and NKD2 paralogs have different interaction patterns with O2

As described, *Nkd1* and *Nkd2* genes mutually regulate each other in a feedback mechanism that partially compensates single mutants of either gene (Yi et al. 2015; Gontarek et al. 2016). The ATAC-seq analysis gave further support to this mutual compensation model. The single mutant of *nkd1* has a greater number of opened chromatin regions for NKD2, while *nkd2* enhances chromatin accessibility for NKD1 (Fig. 7C), whereas this is not observed in the *nkd1 nkd2* double mutant. Increased open chromatin regions in *nkd1* may enhance binding by NKD2 and vice versa, to further contribute to the genetic complementation for each gene by the other.

Although clearly paralogs, this study showed that NKD1 and NKD2 have divergent functions; they are correlated with different sets of coexpression modules (Fig. 3A) and have different interaction patterns with O2 (Fig. 4). The *nkd2 o2* double mutant has a similar kernel phenotype as *o2*, whereas *nkd1 o2* showed a wrinkled kernel phenotype (Supplemental Fig. S1). In addition, single mutants of either gene result in over a thousand DEGs, especially at 8 DAP (Supplemental Fig. S6). Thus, NKD1 and NKD2 have divergent functions in addition to redundancy. 

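In the *nkd1* single mutant at 8 DAP, 368 genes were higher than in WT and 1349 lower; at 12 DAP 269 were higher and 167 lower, and at 16 DAP 193 were higher and 113 lower. In *nkd2*, 182 were higher and 1109 lower at 8 DAP, 269 higher and 283 lower at 12 DAP, and 378 higher and 662 lower at 16 DAP. The totals at 8 DAP depended on the libraries used: fits that each left out one replicate called 478 to 1902 DEGs in *nkd1* and 333 to 1941 in *nkd2*, and fits of only WT and the mutant called 282 and 151. Of the 1745 genes the paper lists for *nkd1* at 8 DAP in Supplemental Data Set 1, 1286 (73.7%) were also called here, all in the same direction. This share also depended on the fit: 14.4% with only WT and the mutant, 21.6% without replicate 1, and 21.9% without replicate 3. With DESeq2 on all 96 libraries, chosen after seeing the data, it was 98.3%.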

Two possible models include: (i) neofunctionalization, when one or both duplicated genes may gain new functions and (ii) subfunctionalization, when one or both duplicated genes may partially lose the function of their ancestral gene (Pickett and Meeks-Wagner 1995; Moore and Purugganan 2005).

### NKD1, 2, and O2 affect each other's regulatory landscapes

We assayed the influence of these TFs on chromatin by comparing mutant with WT using ATAC-seq. Interestingly, the effects of NKD1 and/or NKD2 on chromatin accessibility were greater in the presence of a WT *O2^+^* allele than if *o2* was mutant. Further, in an *O2^+^* background, *nkd1* and *nkd2* mutants showed increased numbers of accessible sites, compared with *Nkd1^+^* or *Nkd2^+^*, whereas in an *o2* mutant background, *nkd1* and *nkd2* mutants showed decreased numbers of accessible sites (Fig. 7). Notably, fewer potential direct target sites of NKD1 and NKD2 were available in *o2* mutant than in *O2^+^* WT. This indicates that O2 plays an important role in modeling the global NKD1 and NKD2 regulatory landscape. Conversely, the number of differentially accessible chromatin peaks of *o2* mutant versus *O2^+^* WT is nearly 20 times greater in the *Nkd1^+^ Nkd2*^+^ background than in the *nkd1 nkd2* mutant background, indicating that NKDs also affect the O2 regulatory landscape.

The mode by which NKDs and O2 impact the regulatomes is unclear, but several scenarios can be envisaged. O2 directly promotes expression of the *nkd2* gene; NKD2 negatively regulates expression of the *nkd1* gene, while NKD1 and NKD2 positively regulate the expression of the *o2* gene (Gontarek et al. 2016; Zhan et al. 2018). This dynamic regulatory circuit could contribute to variations in NKD1 and NKD2 activity between *O2*^+^ and *o2* backgrounds, and O2 activity between *Nkd1^+^ Nkd2*^+^ and *nkd1 nkd2* backgrounds. The regulatory landscapes of NKD1, NKD2, and O2 may also be affected indirectly due to increased endoreduplication in the *o2* and *nkd1 nkd2* mutant backgrounds, respectively (Supplemental Fig. S5) (Kowles and Phillips 1985; Sabelli 2012). Increased endoreduplication may cause increased chromatin condensation and disruption of global chromatin accessibility for TFs (van Zanten et al. 2011; Sabelli et al. 2013). Consistent with O2 functioning to restrict endoreduplication, we found that O2 was negatively correlated with coexpression module M16-7, responsible for nucleosome assembly and regulation of DNA replication (Fig. 3, A, B, and D). NKD1 and 2 may also genetically interact with O2 and coregulate the module M16-7 (Fig. 4, B to D). Furthermore, auxin has been implicated in promoting endoreduplication (Sabelli 2012), and *ARF1* was identified as a potential direct target of NKD2 and a hub gene of M16-7 (Figs. 6D and 7G; Table 2).

### NKD1, 2, and O2 function dynamically in the transition to grain filling

Beginning at about 8 DAP, maize endosperm undergoes a transition from lag phase, characterized by cell proliferation and differentiation, to grain filling with extensive storage compound accumulation (Wu et al. 2022). Our data indicate these 3 genes function dynamically throughout this transition. Mutants show defects in cell patterning and differentiation as well as impaired accumulation of starch, storage proteins, and lipids (Fig. 1; Supplemental Figs S2, S3, and S4) (Schmidt et al. 1992; Hasjim et al. 2009; Yi et al. 2015; Gontarek et al. 2016). WGCNA of WT aligned well with processes of endosperm development and the transition to grain filling, reflecting decreases in cell wall production-related processes and increases in nutrient reservoir activity from 8 to 16 DAP (Fig. 2), whereas various mutant combinations of *nkd1*, *nkd2*, and *o2* manifested different temporal patterns in these processes.

Strikingly, at later stages, the *nkd1 nkd2 o2* triple mutant had elevated cell wall production-related processes (Fig. 2, C, J, and L) and a dramatically delayed increase of nutrient accumulation (Fig. 2B), suggesting that the transition from lag phase to grain filling might be retarded. This was further supported by PCA showing that the triple mutant transcriptome at 16 DAP clustered with other *o2* mutant genotypes at 12 DAP (Fig. 2A). 

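The paper lists 529 genes in module M1, of which 521 were kept by the count filter. Their mean log2 CPM rose from −0.770 at 8 DAP to 1.99 at 12 DAP and 2.35 at 16 DAP in WT, and from −1.47 to −1.06 and 0.412 in *o2*. In *nkd1 nkd2 o2* it was −1.85 ± 0.0834, −1.35 ± 0.0642, and −0.968 ± 0.423 at the 3 timepoints (SD, n = 4). The triple mutant was below WT by a log2 difference of −1.08, −3.35, and −3.32, with all 4 libraries below every WT library at each timepoint (exact permutation test, two-sided P = 0.0286, adjusted P = 0.0429 over 21 comparisons by Benjamini-Hochberg). In *nkd1 nkd2* the mean was lower than in WT at 12 DAP (−0.90) and at 16 DAP (−0.43; adjusted P = 0.0429 each, exact permutation test) and not at 8 DAP (0.20, adjusted P = 0.282). The rise from 8 to 16 DAP was smaller in *nkd1 nkd2 o2* than in WT by a difference of −2.24 (exact permutation of genotype labels within timepoints, two-sided P = 0.0669). It was smaller than in *o2* by −1.01 (exact permutation P = 0.0931). These permutations leave in the genotype difference common to both timepoints, which widens the range expected by chance, so they do not rule out a smaller rise. With that difference removed first, a test chosen after seeing the data, P was 0.000408 against WT and 0.00449 against *o2* (permutation of residuals within timepoints, two-sided). With the first principal component of these genes in place of their mean, the P-value against WT was 0.0502 by the first of these permutations. The paper grouped the M1 genes from DEGs of these same libraries, so none of these P-values is an independent test. Expression of the cell wall modules over time was not analysed here. From the slow rise of M1 and the level of cell wall modules in the triple mutant, the paper proposes that the transition from lag phase to grain filling might be retarded.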

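Among the 23 other groups, the mean transcriptome of *nkd1 nkd2 o2* at 16 DAP lay nearest to that of *nkd1 nkd2 o2* at 12 DAP, at a distance of 134. Then came *nkd1 nkd2* at 16 DAP (161), *nkd1 o2* at 16 DAP (170), *nkd1 o2* at 12 DAP (177), and *nkd2 o2* at 12 DAP (178). On PC1 and PC2 alone, the nearest groups were *nkd1 nkd2 o2* at 12 DAP (56.8), *nkd2 o2* at 12 DAP (70.9), *nkd1 o2* at 12 DAP (71.7), and *nkd1 o2* at 16 DAP (81.9).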

The genetic interactions between *nkd1*, *nkd2*, and *o2* also underwent a transition from cell wall organization, hormone response, and plant epidermis development at 8 DAP to nutrient reservoir activity, nucleosome assembly, and DNA replication at 16 DAP (Fig. 4B). In summary, these 3 TFs have key roles in both cellular development and grain filling, and they function and interact dynamically during the transition between these stages.

### Working model of NKD1, 2, and O2 regulating the transition processes during the endosperm development

This study demonstrated that O2, NKD1, and NKD2 are key regulators that interact in a dynamic network that performs changing functions over developmental time, from primarily cellular development at 8 DAP to storage compound accumulation at 16 DAP. The coexpression modules undergo migration of genes from 8 to 16 DAP, resulting in merged or split modules from one timepoint to another, as the network undergoes temporal changes in developmental functions (Fig. 3, C and D).

Some of the key functions are summarized in Fig. 8. NKD1 and NKD2 function to restrict auxin signaling, cell wall organization, and other cellular developmental processes throughout endosperm development, which may help explain the mutant phenotype of extra cell layers (Yi et al. 2015). These functions are accomplished through modules M8-1, 12-8, and 16-2. Hub genes at 8 DAP include *ARF29*, *PLATZ2*, and *GRFTF3*, which are potential direct targets of NKD1, NKD2, or both. *PLATZ2* encodes a plant AT-rich sequence and zinc-binding (PLATZ) protein. In rice (*Oryza sativa*), a PLATZ factor, SHORT GRAIN6 (SG6), influences grain size by regulating multiple cellular processes, including cell cycle and cell differentiation (Zhou and Xue 2020). *GRFTF3* is a putative ortholog of Arabidopsis (*Arabidopsis thaliana*) *GROWTH-REGULATING FACTOR9* (*GRF9*) (Table 2), which regulates cell growth (Omidbakhshfard et al. 2018).

**Figure 8.**
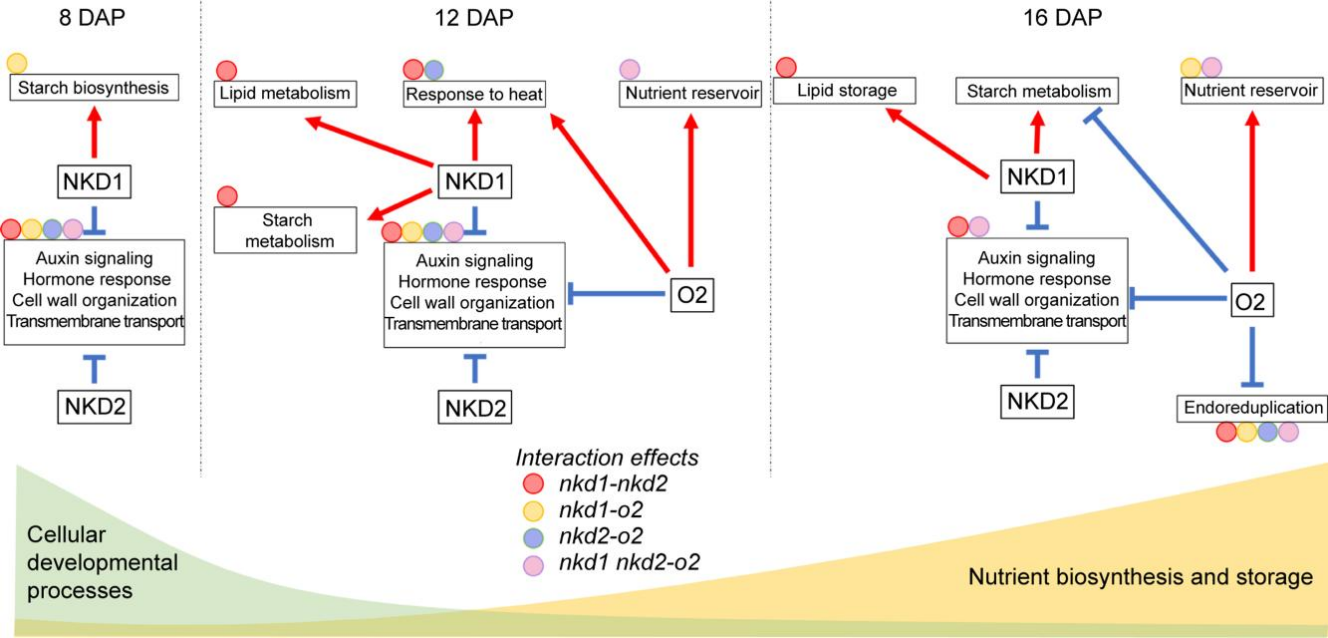
Models of NKD1, 2, and O2 regulating the transition processes in endosperm development. Processes are shown in boxes. Positive regulation is shown by red arrows, negative regulation by blue T-shaped lines, and interactions are represented by circles attached to the corresponding boxes.

By 12 DAP, additional hub genes include *gap1*, *g2-like TF11* (*glk11*), and *aba insensitive39* (*abi39*) (Fig. 6D; Table 2). GAP1 is a putative ortholog of the Arabidopsis REVERSIBLY GLYCOSYLATED POLYPEPTIDE1 (RGP1), which is a Golgi-associated protein involved in the cell wall biosynthesis (Welner et al. 2017). GLK11 is homologous to Arabidopsis ALTERED PHLOEM DEVELOPMENT (APL), associated with asymmetric cell divisions and differentiation of phloem (Bonke et al. 2003). ABI39 is homologous to Arabidopsis VP1/ABI3-LIKE2 (VAL2), a TF that maintains the embryonic state by interacting with PRC2 to modify chromatin (Suzuki et al. 2007; Yuan et al. 2021). Beginning at 12 DAP, O2 also participates in negatively regulating developmental processes via M12-8 and M16-2.

Functions in storage compound accumulation have been well documented for all 3 TFs (Fig. 1) (Yi et al. 2015; Gontarek et al. 2016; Zhang et al. 2016; Zhan et al. 2018; Deng et al. 2020). At 8 DAP, the module M8-2 is associated with early starch biosynthesis, and NKD1 and NKD2 potentially regulate M8-2 by modulating or interacting with the hub genes *bhlh96* and *iddp10* (Figs. 3A, 3B, and 6D; Table 2). While not a target of either NKD1 or NKD2 regulation, IDDP10 can physically interact with NKD1 (Fig. 6E) and has also been proposed to interact with NKD1 in leaf mesophyll cells (Coelho et al. 2018). Additionally, the Arabidopsis AtIDD5 is a positive regulator of *STARCH SYNTHASE4* (*SS4*) and may control starch granule formation (Ingkasuwan et al. 2012).

From 8 to 16 DAP, the transition from cellular development to nutrient storage is associated with dynamic interactions of NKD1, 2, and O2, which constrain the cellular developmental processes, and promote biosynthesis and storage of starch, proteins, and lipids. By 12 DAP, synthesis and accumulation of storage compounds have greatly increased, and all 3 TFs interact to promote this activity. The effects of these interactions are apparent from the synthetic phenotypes of *nkd1 o2* and *nkd1 nkd2 o2* mutants with dramatic grain-filling deficiencies affecting both starch and protein accumulation (Fig. 1, A, D, E, and F; Supplemental Fig. S1). O2 positively regulates zein synthesis and accumulation via modules M12-3 and M16-3 (Figs. 3 and 6D), and NKD1 and NKD2 synergistically interact with O2 on these processes (Fig. 4, B to D). In addition, NKD1 and NKD2 interact to promote lipid metabolism via modules M12-9 and M16-6 (Figs. 3, 5C, 6B, and 6C). Finally, NKD1, 2, and O2 may interact to modulate endoreduplication via module M16-7 (Figs. 3, 4D, 5B, 5C, and 5D), leading to differential distributions of chromosomal ploidy among WT and mutants (Fig. 1G; Supplemental Fig. S5). These processes are briefly summarized in our working model illustrated in Fig. 8.

## Materials and methods

### Plant materials and growth conditions

All *nkd1*, *nkd2*, and *o2* homozygous single, double, and triple mutants, as well as the WT maize (*Z. mays*), were derived from a cross between the *nkd1-Ds nkd2-null* (Ahern et al. 2009; Yi et al. 2015) double mutant and *o2* single mutant, each in the W22 genetic background. Segregating lines were developed by self-pollinating the triple heterozygote (+/*nkd1* +/*nkd2* +/*o2*), from which homozygotes of each genotype were identified. All plant materials were collected from descendants of the same segregating ears grown in the greenhouse at Molecular Biology Building or in the field at Curtiss Research Farm, Iowa State University (Ames, IA). Materials may be requested from the Maize Cooperation Genetic Stock Center, Urbana, IL, USA.

### RNA-seq and data analysis

Total RNA of 8, 12, and 16 DAP endosperms of *nkd1*, *nkd2*, and *o2* homozygous single, double, and triple mutants, as well as the WT counterpart (4 biological replicates, from 4 independent ears of each genotype, each replicate contains a pool of 3 endosperms), were extracted following the published LiCl precipitation-based protocol (Li et al. 2014), except that GeneJET RNA cleanup and concentration kit (Thermo Fisher Scientific, Waltham, MA, USA) were used for DNaseI-treated RNA purification. RNA quality control was performed via AATI Fragment Analyzer (Agilent, Santa Clara, CA, USA) at the DNA Facility, Iowa State University. High-quality (RQN > 9.0) RNA samples were sent to the HSC core, University of Utah (Salt Lake City, UT) for library preparation with Illumina TruSeq RNA Library Prep Kit (Illumina, San Diego, CA, USA) and 150 bp paired end sequencing using NovaSeq 6000 with the S4 cell.

The raw read quality control was performed via FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The raw reads were mapped to B73 RefGen_v4 (AGPv4) by HISAT2 (v2.1.0) (Kim et al. 2015; Jiao et al. 2017). The mapped transcripts in output files were sorted and assembled by SAMtools (v1.9) and StringTie (v1.3.6) (Pertea et al. 2016), respectively. Readcounts were calculated and analyzed by HTSeq (v0.11.1) and DEseq2 (v1.26.0) (Love et al. 2014), respectively. DEGs were identified using a generalized linear model-based approach with the cutoff criteria log2FC >1 or <−1 and FDR < 0.05.

Gene coexpression network analyses were performed via WGCNA (Langfelder and Horvath 2008) using the TPM (in log_2_-transformed values) generated from StringTie (Pertea et al. 2016) of all DEGs following the previously published procedures (Zhan et al. 2015). For the pooled timepoint WGCNA, soft-thresholding power was set to 10 to build a signed network with the scale-free topology. The merge threshold and minimum module size were set as 0.1 and 60, respectively. For the individual timepoint WGCNA, soft-thresholding power was set to 7, 9, and 7 for 8, 12, and 16 DAP, respectively. The merge threshold and minimum module size were set as 0.3 and 60, respectively. The module hub genes were called with the Module Membership (MM) score >0.8. The network was visualized by Cytoscape 3.7.2.

Transcriptomics data were analyzed to investigate effects of NKD1, NKD2, and O2 interactions on gene expression using generalized linear model analysis based on multifactorial experimental design via edgeR (v3.38.4). We included 2 factors (Gene A and Gene B) and their interaction in the generalized linear model, where each factor has 2 levels (WT and mutant). The interaction effect between 2 TFs GeneA and GeneB can be interpreted as the difference of gene expression fold change (FC) for downstream genes introduced by Gene A (mutant/WT) given Gene B mutant vs Gene B WT. We controlled FDR at 5% using the Benjamini–Hochberg (BH) procedure.

### DAP-seq

DAP-seq genomic DNA libraries were generated as described previously (Bartlett et al. 2017). Briefly, 5 *μ*g of phenol:chloroform:IAA extracted DNA from maize B73 14-d-old seedlings was diluted in EB (10 mm Tris-HCl pH 8.5) and sheared to 200 bp fragments using a Covaris S2 sonicator. DNA was purified using AmpureXP beads with a 2:1 bead to DNA ratio and then end-repaired using an End-It kit (Lucigen) according to the manufacturer's recommendations. Samples were cleaned using a Qiaquick PCR purification kit (Qiagen), A-tailed using Klenow (3′ to 5′ exo-), cleaned with Qiaquick and ligated overnight with a truncated Illumina Y-adapter. Final libraries were purified using AMPureXP beads with a 1:1 bead to DNA ratio and eluted in 30 *μ*L of EB. DNA concentration was determined using the Qubit HS kit.

The pENTR/SD/D-TOPO constructs of *GBF1* and *HSFTH10* ORF were ordered from TFome stock center (Burdo et al. 2014) (https://abrc.osu.edu/stocks/766964). The entry clone constructs of *NKD1* and *2* ORF were made by cloning of the coding sequences of *NKD1* and *NKD2* into the pDONR221 donor vector (Thermo Fisher Scientific, Waltham, MA, USA) through the BP reaction. The primers for *NKD1* and *NKD2* cloning are shown in Supplemental Table S5. ORF clones were recombined into the pIX-HALO vector (Bartlett et al. 2017) using LR Clonase II (Thermo Fisher Scientific, Waltham, MA, USA) and purified using a Qiagen miniprep kit. Protein expression was carried out using the TnT SP6 Wheat Germ Protein Expression System (Promega, Madison, WI, USA) using 1 *μ*g of plasmid DNA according to the manufacturer's recommendations. Samples were incubated for 2 h at 30 °C. Fifty microliters of expression reaction was then diluted in 50 *μ*L of wash buffer (1×PBS with 0.005% [v/v] NP40) containing 10 *μ*L of MagneHaloTag beads (Promega, Madison, WI, USA). Samples were rotated for 1 h at room temperature and then washed 3 times with wash buffer. Beads were suspended in 50 *μ*L wash buffer, and 1 *μ*g of B73 genomic DNA library in 50 *μ*L of EB was added. Samples were then rotated at room temperature for 1 h and washed 7 times with wash buffer. To elute DNA, 30 *μ*L of EB was added, and samples were heated at 98 °C for 10 min. DNA was transferred to a new tube prior to 19 cycles of PCR enrichment and barcoding (Bartlett et al. 2017). DNA was sequenced on a NextSeq500 with 75 bp SE reads for *GBF1* and *HSFTH10* and on Novaseq with 150 bp PE for *NKD1* and *NKD2*.

Mapping and peak calling of DAP-seq samples were performed as follows. DAP-seq reads were trimmed using Trimmomatic (Bolger et al. 2014) with the following parameters: ILLUMINACLIP:TruSeq3-SE:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50. Trimmed reads were mapped to the B73v4 reference genome using Bowtie2.3.3. Mapped reads were filtered for reads containing >MAPQ30 using SAMtools (SAMtools view -b -q 30) (Li et al. 2009). Peaks were called using GEM v2.5 (Guo et al. 2012) with default thresholds and the following parameters: –d Read_Distribution_default.txt –k_min 6 –k_max 20 –outNP. Background peaks were subtracted using a HALO-GST negative control sample and a list of blacklisted regions from Galli et al. (2018) with the B73v3 sites converted to B73v4 coordinates. Peak distribution was analyzed via ChIPseeker (1.36.0) using default settings (Yu et al. 2015).

### Endosperm nucleus extraction and ATAC-seq

Frozen 16 DAP endosperms of *nkd1, nkd2*, and *o2* single, double, and triple mutants, as well as the WT counterpart were collected. ATAC-seq analysis contained 2 biological replicates from 2 independent ears of each genotype, each replicate contained a pool of 3 endosperms. Endoreduplication analysis consisted of 4 biological replicates, from 2 independent ears of each genotype, 2 replicates per ear, each replicate contained a pool of three endosperms. Crude nuclei were extracted following the published protocol (Lu et al. 2017) with the following modifications: 0.2 g of endosperm were ground in liquid nitrogen followed by addition of 2 mL of prechilled lysis buffer (15 mm Tris-HCl pH7.5, 20 mm NaCl, 80 mm KCl, 0.5 mm spermine, 5 mm 2-ME, and 0.2% [v/v] TritonX-100) to resuspend the ground powder. Then, the resuspension was filtered 3 times through miracloth. The crude nuclei were stained with DAPI (from Millipore Sigma, St. Louis, MO, USA) (4 *μ*L DAPI per ∼500 *μ*L filtered resuspension) and sent to the Flow Cytometry Facility at Iowa State University (Ames, IA) for nuclear counting and sorting using BD FACSAria III flow cytometer (BD Biosciences; San Jose, CA, USA). The nuclei with ploidies of 3C, 6C, 12C, 24C, and 48C were counted for endoreduplication analysis, and at least 50,000 triploid nuclei (3C) were sorted for ATAC-Seq library construction. The library was constructed using the Active Motif ATAC-Seq Kit (Active Motif, Carlsbad, CA, USA) following the manufacturer's manual. The library was sequenced using NovaSeq 6000 SP flow cell sequencing platform (DNA Facility, Iowa State University, Ames, IA) at 2X50 bp paired-end in 50 million bp depth. The raw read quality control was performed via FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), followed by the adapter trimming via Trimmomatic (v0.32). The Trimmomatic parameters were set as ILLUMINACLIP:Adapter2.fasta:2:30:10 LEADING:3 TRAILING:3 CROP:36 SLIDINGWINDOW:4:15 MINLEN:30, where the Adapter2.fasta file contained 2 adapter sequences: (i) CTGTCTCTTATACACATCT and (ii) AGATGTGTATAAGAGACAG. The trimmed reads were mapped to B73 RefGen_v4 (AGPv4) (Jiao et al. 2017) via Bowtie2 (v 2.4.2) (Langmead and Salzberg 2012) using a “–very-sensitive” set-up. The mapped reads in the output files were sorted, assembled, and filtered by SAMtools (v1.9) using default parameters, followed by the peak calling via MACS2 (Feng et al. 2012) using the parameters “-f BAMPE -g 2e9 –keep-dup all –nomodel –cutoff-analysis -q 1e-02 -n merged.”

### Microscopy

Kernels of *nkd1, nkd2*, and *o2* single, double, and triple mutants, as well as the WT counterpart, were harvested at 16 DAP and fixed for microscopy in 4% (v/v) formaldehyde/2% (v/v) glutaraldehyde in phosphate buffer, pH 7, and stored at 4 °C until processing. Kernels from ears of 3 plants of each of the 8 genotypes were cut in medial longitudinal hand sections, and then an abgerminal piece containing AL, SA, and SE was collected. Samples were washed in 50 mm sodium phosphate buffer pH 7 and then postfixed with buffered 2% osmium tetroxide at 4 °C overnight or 2 h at room temperature. After buffer washes, the kernels were dehydrated by ethanol series and embedded in Spurr's resin. Blocks were sectioned at 1 *µ*m using a RMC Powertome (Boekeler Instruments, Tucson, AZ, USA), stained with 1% (w/v) Toluidine Blue O in 1% sodium borate, and viewed and imaged with a Zeiss Axiophot equipped with a Zeiss AxioCam MRC (Carl Zeiss, Oberkochen, Germany). Thin-sections were cut at 70 to 80 *µ*m with a RMC Powertome, stained with Uranyless followed by lead citrate (both Electron Microscopy Sciences, Hatfield, PA, USA), and imaged with Hitachi HT7700 Scanning/Transmission Electron Microscope (Hitachi Instruments, Tokyo, Japan).

For protein body (PB) measurements, the diameter of PBs in electron micrographs at 1,000× magnification was measured with the line tool using Image Pro Premier software (Media Cybernetics, Rockville, MD, USA). Images of SE cells 7 or more cells internal from the pericarp were chosen, and the largest protein bodies in each image measured to avoid tangentially sectioned PBs. Three plants were analyzed per genotype, 3 to 7 images were analyzed per plant, with a range of 4 to 25 protein bodies measured per image, and a minimum sample size *n* = 171 per genotype.

### Starch content analysis and zein profiling

Total starch from mature kernels of *nkd1, 2*, and *o2* single, double, and triple mutants, as well as the WT counterpart (4 biological replicates from 4 independent ears of each genotype, each replicate contained a pool of 3 endosperms), were extracted following the published method (Dinges et al. 2001) with the following modifications: the endosperm starch was washed with chilled deionized water twice followed by chilled 80% ethanol (centrifuged 3,000 × *g* at 4 °C for 10 min after each liquid addition). The pellet was dissolved in 100% DMSO and boiled in a water bath for 1 h. The starch content was measured following the published procedures (Gontarek et al. 2016).

Zein proteins from 16 DAP endosperm of *nkd1, nkd2*, and *o2* single, double, and triple mutants, as well as WT (3 biological replicates from 3 individual ears of each genotype, each replicate contained a pool of 3 endosperms), were extracted based on published procedures (Wilson 1991) with the following modifications. The frozen endosperms were ground into powder in liquid nitrogen. One hundred grams of the power was suspended in 1 mL of the extraction buffer (70% ethanol, 61 mm sodium acetate, and fresh 5% [v/v] 2-mercaptoethanol), followed by incubation with shaking (225 rpm at 37 °C) for 1 h and centrifugation at 15,870 g for 10 min. The supernatant was sent to the Protein Facility at Iowa State University (Ames, IA) for HPLC.

### Pull-down assay

The pull-down assay was conducted using in vitro translated GST-tagged NKD1 and NKD2 proteins and 6X-Histidine (HIS)-tagged IDDP10 protein. The GST-tagged *NKD1* and *NKD2* entry constructs were previously made in the lab following published procedures (Gontarek et al. 2016). The 6X-HIS-tagged IDDP10 entry constructs were made by cloning the coding sequence of *iddp10* into pET34b vectors (Novogene Co. Durham, NC, USA), through the In-Fusion cloning approach following the manufacturer's manual (Takara Bio, Kusatsu, Shiga, Japan) using the primers shown in Supplemental Table S5. Then, the GST-tagged NKD1 and NKD2, and 6X-HIS-tagged IDDP10 fragments were In-Fusion (Takara Bio, Kusatsu, Shiga, Japan) cloned into the expression vector pF3K WG (BYDV) Flexi (Promega, Madison, WI, USA) using the primers shown in Supplemental Table S5. The pF3K expression constructs were in vitro transcribed and translated via the TnT SP6 High-Yield Wheat Germ Protein Expression System following the manufacturer's instructions (Promega, Madison, WI, USA). The GST-tagged NKD1 and NKD2 proteins or GST-only proteins (negative control) were mixed with 6X-Histidine (HIS)-tagged IDDP10 protein in phosphate buffered saline with 0.15 mm phenylmethylsulfonyl fluoride (PMSF) and incubated for 1 h at room temperature. The mixture was then passed through HIS-Select HF Nickel Affinity Gel resin (Sigma-Aldrich, St. Louis, MO, USA), and washed by 6X-HIS wash buffer (50 mm phosphate buffer pH 7.0, 300 mm NaCl, and 1 mm imidazole), followed by elution with the 6X-HIS elution buffer (50 mm phosphate buffer pH 7.0, 300 mm NaCl, and 150 mm imidizole). The GST signal of the candidate binding protein partners of 6X-HIS-IDDP10 was detected by SDS-PAGE with immunoblotting using a GST antibody (dilution 1:1000) (MA4-004-HRP, Thermo Fisher Scientific, Waltham, MA, USA).

### Gene ontology enrichment analysis

GO term enrichment analysis was performed at AgriGOv2 (http://systemsbiology.cau.edu.cn/agriGOv2/) with the Maize-GAMER (AGPv4) dataset used as the annotated background (Wimalanathan et al. 2018). The significant enrichment cutoff FDR was 0.05.

### Statistical analyses

All DNA sequencing readcount-related data in this study were normalized to fit the generalized linear model (GLM), and Empirical Bayes shrinkage estimation was used for calculating dispersions and FCs, as well as the *P*-values and the FDR (adjusted *P*-values). In addition, the interaction effects of NKD1, NKD2, and O2 on downstream genes were investigated via multifactorial experimental design. Two factors (2 of the 3 key TFs) and 2 levels (WT and mutant) were fitted in GLM to calculate the FC, and the FDRs were calculated via the BH procedure. Pearson correlation test was used to analyze the correlation between the expression of the key TF genes (*nkd1*, *nkd2*, and *o2*) and corresponding coexpression MEs. Significance levels were set to 0.05, 0.01, and 0.001.

Pairwise *t*-tests were used to compare the starch content, zein protein quantity, the normalized relative gene expression in selected modules between genotypes, and the relative nuclei number of the corresponding ploidy between WT and mutants. Significance level was set to *P* < 0.05. All pairwise *t*-tests were performed by JMP Pro 16 with default settings (SAS Institute).

Chi-square test was used to test if the observed phenotypic ratio among WT, *nkd1*, *o2*, and *nkd1 o2* agrees with the ratio of Mendel's law of segregation and to test if there is any *nkd1–o2* interaction. The threshold for significance was set to *P* < 0.05. If the corresponding probability level >0.05, we accept the null hypothesis that the data fit the expected ratio.

Hypergeometric tests were used to statistically evaluate if 2 groups of genes were significantly related by calculating the number of overlapping genes relative to the total number of protein-coding genes in the maize B73 RefGen_v4 genome (Jiao et al. 2017). The tests were performed as described (Zhan et al. 2015) and visualized as heatmaps that were built by the R package gplots (https://github.com/talgalili/gplots). The *P*-values were transformed by −log10p.

The statistical data are provided in Supplemental Data Set 21.

### Accession numbers

The *nkd1* gene corresponds to Zm00001d002654 in genome assembly B73 RefGen_v4 or Zm00001eb073830 in B73 RefGen_v5, *nkd2* corresponds to Zm00001d026113 or Zm00001eb428940, respectively, and o2 is Zm00001d018971 or Zm00001eb301570, respectively. Key hub gene accessions are shown in Table 2. The RNA-seq and ATAC-seq data of *nkd1*, *nkd2*, and *o2* single, double, and triple mutants, as well as DAP-seq data of TFs have been deposited in Gene Expression Omnibus (GEO), with the accession numbers GSE174059 (RNA-seq), GSE214415 (ATAC-seq), and GSE214166 (DAP-seq), respectively.

## Supplementary Material

koad247_Supplementary_Data Click here for additional data file.

## Data Availability

All sequencing data have been deposited in Gene Expression Omnibus (GEO), with the accession numbers GSE174059 (RNA-seq), GSE214415 (ATAC-seq), and GSE214166 (DAP-seq). All other data required to evaluate conclusions is included in the paper or in Supplemental Data.

# Supplementary material for: NAKED ENDOSPERM1, NAKED ENDOSPERM2, and OPAQUE2 interact to regulate gene networks in maize endosperm development
**Source:** Plant Cell. 2023 Oct 5;36(1):19–39. doi: 10.1093/plcell/koad247
**Supplement:** koad247_Supplementary_Data

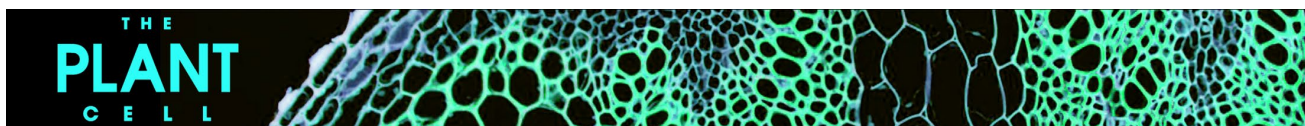

Author Revisions Checklist      Corresponding Author \_\_\_\_\_ Ms # \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## PEER REVIEW REPORT

With author approval, a peer review report (including decision letters, anonymous reviewer comments, and author responses for all versions) will be prepared for publication as a supplemental file. Some information, such as unpublished data that may be included in a response to the review comments file, may be omitted from the report upon request. The final report will be sent to the authors to check prior to publication. Please indicate if you approve/disapprove of the preparation and publication of this report.

☐ I **approve** the peer review report.

☐ I **do not approve** the peer review report.

---

## DISTRIBUTION OF MATERIALS

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (<https://academic.oup.com/plcell/pages/General-Instructions>) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## DATA AVAILABILITY

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission and must be made publicly available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition

☐ All relevant accession numbers are provided

---

## IMAGE INTEGRITY

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ I confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## NOMENCLATURE

Nomenclature must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links for various species. All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

n/a | confirmed

☐ | ☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

☐ | ☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

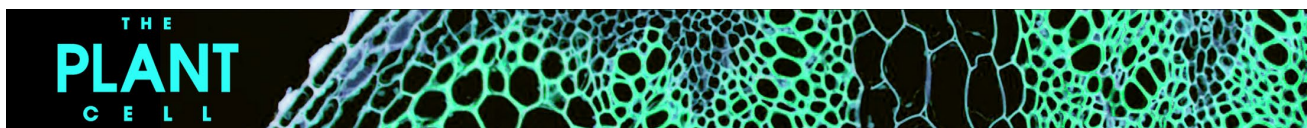

## METHODS REPORTING

n/a | confirmed

- ☐ | ☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.
- ☐ | ☐ PCR primers (RT-qPCR, cloning, etc.): PCR primers are provided in the Methods or a supplemental table.
- ☐ | ☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).
- ☐ | ☐ Antibodies: the source for all commercial antibodies, including catalog/lot #, if applicable, or a complete description of non-commercial antibodies is provided in the Methods.

## REPLICATION AND STATISTICAL ANALYSES

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g., p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e., showing variables, parameters, degrees of freedom, and test statistics).

## QUANTITATIVE PCR

Methods used for qPCR must be described in full, including information on enzymes, kits, normalization, data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## MACROMOLECULAR STRUCTURES

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g., x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

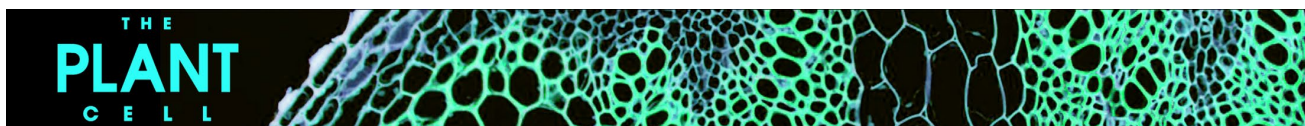

## SOFTWARE/CUSTOM SCRIPTS

Studies using customized software or custom scripts must describe how readers can access the code, including any restrictions. The manuscript includes custom codes or scripts:

☐ No | ☐ Yes:

☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 6-9) for specific methods/data types listed.

n/a | confirmed

☐ | ☐ For newly generated genetic material (e.g., mutant, transgenic lines), confirm completion of genetic materials module on page 6.

☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 7.

☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 8.

☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 9.

---

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows the distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g., center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e., as if all figures were made by the same person).

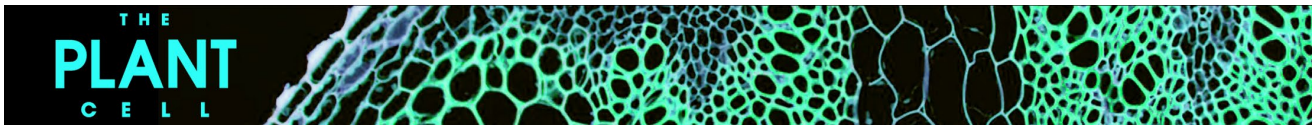

#### -Figure guidelines:

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e., use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching.
- Make consistent use of the same, sans-serif font (e.g., Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e., for colors, patterns, bar-width, axis settings, etc.
- Many readers (1 in 12, on average) have some form of color-deficient vision. Therefore, please avoid the combination of red and green; use magenta and green instead. Use a color palette that is "color blind safe" if possible, e.g., <https://www.simplifiedsciencepublishing.com/resources/best-color-palettes...>
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g., 5.0, 10.0, 15.0 **or** 5, 10, 15 etc.); however, the origin should always be "0", not "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screenshots should be adjusted to high resolution and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g., the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

-Multiple supplemental figures and tables should be combined and submitted as a single PDF file named "Supplemental Data", no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.

-Any Supplemental Table longer than 2 pages should be labeled as a "Supplemental Data Set" and provided in Excel format.

-Arial font (or similar sans serif font, e.g., Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.

-Supplemental Data Sets should include complete legends (on a separate sheet if necessary).

-Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.

-Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.

-File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

#### **Resources**

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

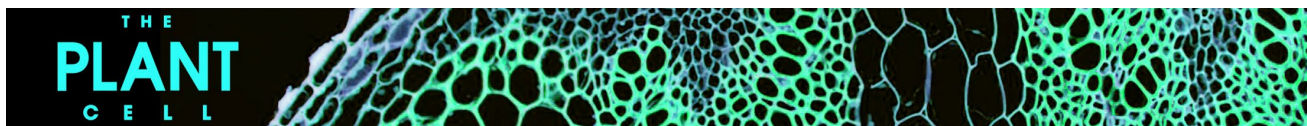

---

## THE PLANT CELL IN A NUTSHELL

---

Authors may choose to include a “nutshell” plain language summary of the work in the manuscript, the text of which will be published in a box below the abstract. In addition, the nutshell will be published in blog form with a title and image at <https://plantae.org/research/the-plant-cell/#in-a-nutshell>.

The nutshell summary may also be translated into Chinese and posted to *The Plant Cell* WeChat channel (QR code for the channel is shown here). If you include a nutshell but prefer NOT to have your Nutshell translated or posted to WeChat for any reason, please let us know.

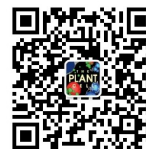

**For the manuscript file:** Include a section (text only) in your manuscript file entitled “IN A NUTSHELL” in the format shown below, underneath the Abstract. Answers to all 4 questions together may not exceed 300 words. Avoid technical jargon or field-specific language that would prevent someone from outside your field from understanding your work. The target should be college level, aimed at the science enthusiast rather than the scientist. A science editor will also edit your nutshell summary during the final scientific editing of the manuscript.

---

### IN A NUTSHELL

**Background:** How would you introduce the background to your research to someone who is completely unfamiliar with your field? (Please provide simple definitions for all technical terms) (~100 words).

**Question:** What exact question did you set out to answer? (Was this something that was previously unknown? Alternatively, did you want to test/build-upon previous findings?) (~50 words).

**Findings:** What is/are the most important finding(s) of your paper? (Please mention which organism or cells you used - for example, wild-type and mutant Arabidopsis, rice, seedlings, field-grown plants, cultured cells, etc) (~100 words).

**Next steps:** What is the most important next step or future challenge that follows from your work? (~50 words).

---

**For the blog post:** Create a separate Word document of the Nutshell summary with the file name “Nutshell Blog” including the additional information below and upload it with your manuscript as a “related manuscript file.”

**Title:** Suggest a short plain-language title for the summary. The editor will also help with title suggestions.

**Author(s) and Institutions:** Please list the name of the author or subset of authors who helped to write the nutshell summary, along with their institutions.

**Twitter name:** provide any twitter names you would like us to tag when posting your blog (personal or for your lab or institution)

**Keywords:** You may suggest up to 4 keywords associated with your article.

**Image:** Please select a feature image to accompany your blog. This should be a reasonably simple, descriptive, eye-catching image which may be a figure or panel of a figure from your paper, or e.g., a photo of the species used in your work, a cartoon model, or artwork that represents some aspect of the work. The image should be 700 pixels wide by 350 pixels tall. A second smaller image with or without a brief legend may be embedded in the blog post. See examples at <https://plantae.org/research/the-plant-cell/#nutshell>

---

### Tips:

- imagine you are explaining your work to a first-year undergraduate student.
  - use common words or phrases instead of technical words whenever possible.
  - if you must use a specialist/technical term, define it first in more everyday language.
  - only use acronyms that are well known (such as DNA) or essential (such as gene or protein names),
  - use active, short sentences that are concise and to the point. Sentences should be shorter than 35 words.
-

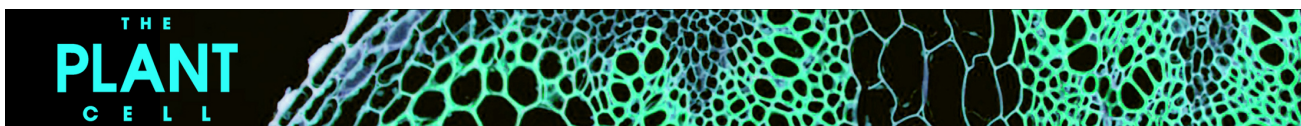

---

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

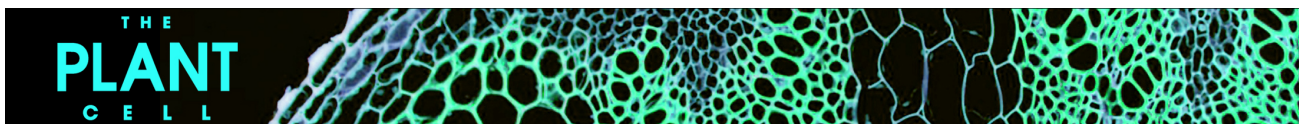

---

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

---

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

---

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

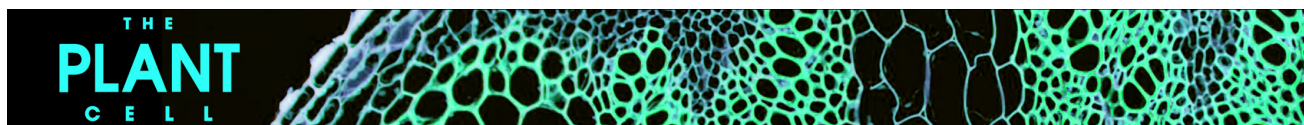

---

## PROTEIN LOCALIZATION MODULE

---

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

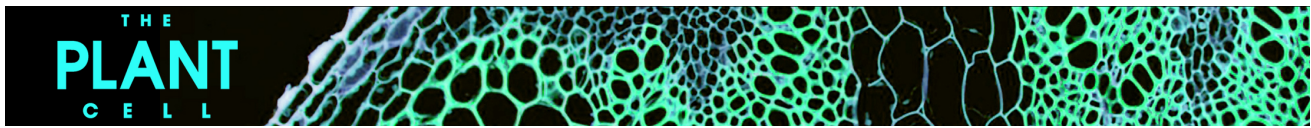

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: NAKED ENDOSPERM1, NAKED ENDOSPERM2, and OPAQUE2 interact to regulate gene networks in maize endosperm development
**Source:** Plant Cell. 2023 Oct 5;36(1):19–39. doi: 10.1093/plcell/koad247
**Supplement:** koad247_Supplementary_Data

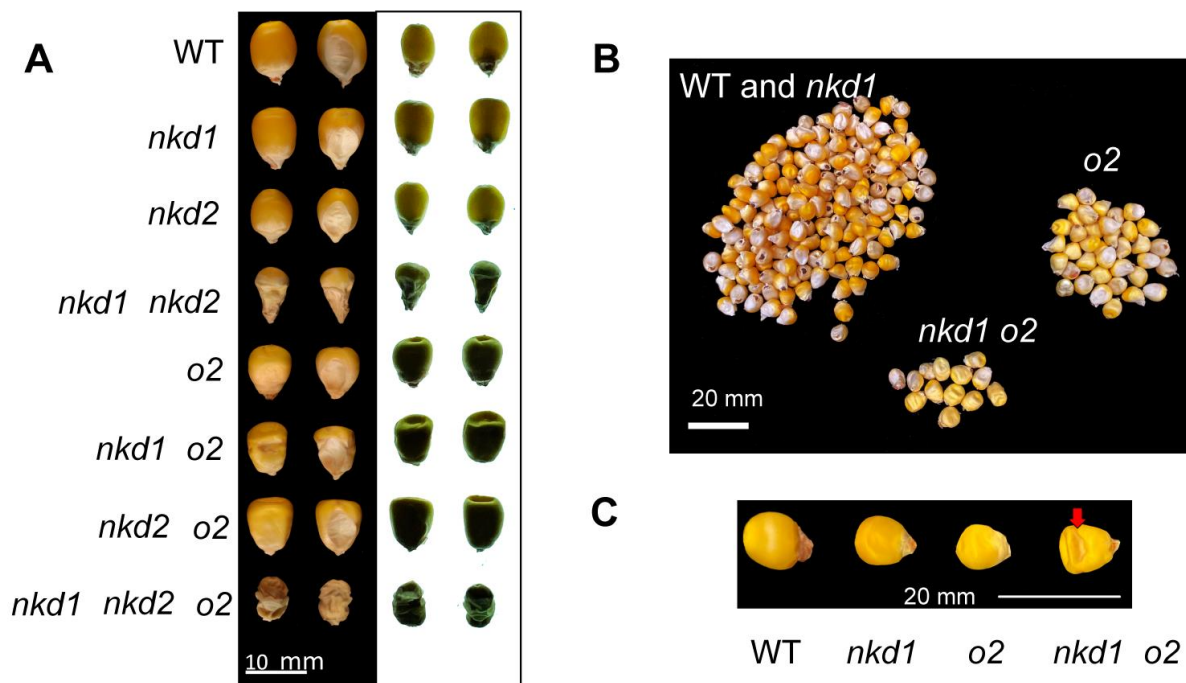

**Supplemental Fig. S1.** Kernel phenotypes of WT and *nkd1*, *nkd2* and *o2* mutant combinations. (Supports Figure 1A).

A. Kernel phenotype of the 8 genotypes. Black background: kernel surface overlook; White background: kernel opaqueness.

B. All kernels from a segregating ear of WT, *nkd1*, *o2* and *nkd1 o2*

C. Close look of the kernel phenotype of WT, *nkd1*, *o2* and *nkd1 o2*. Red arrow marks the phenotype of *nkd1 o2*.

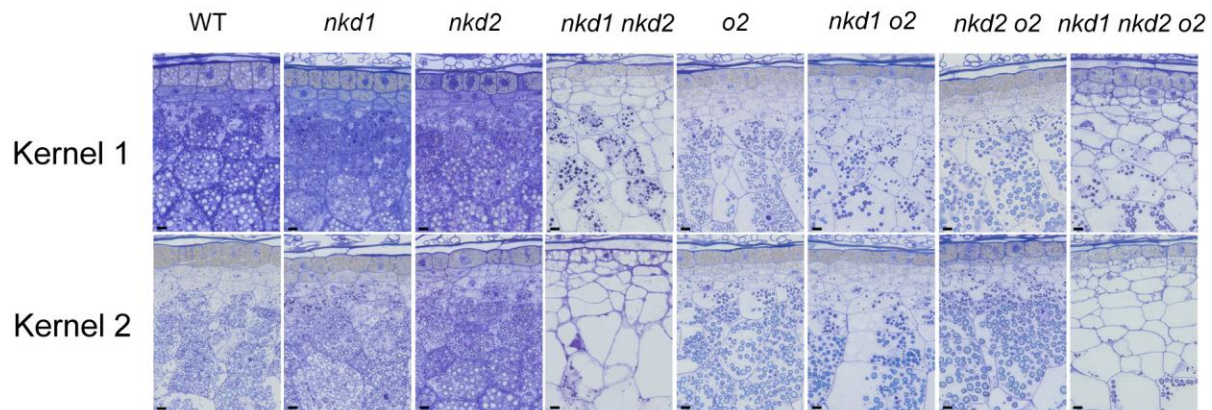

**Supplemental Fig. S2.** Light micrographs of aleurone, subaleurone and starchy endosperm from two plants each of the 8 genotypes. (Supports Figure 1B). Kernels 1 and 2 were dissected from independent ears. Scale bar = 10  $\mu$ m.

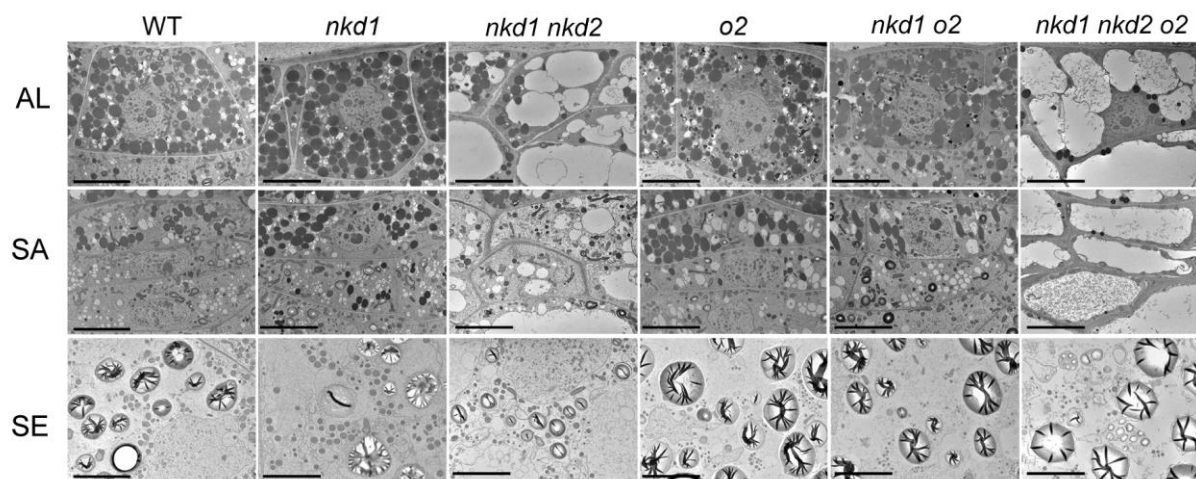

**Supplemental Fig. S3.** Electron micrographs of aleurone (AL), subaleurone (SA) and starchy endosperm (SE) for select genotypes. (Supports Figures 1C, D) Scale bar = 10  $\mu$ m.

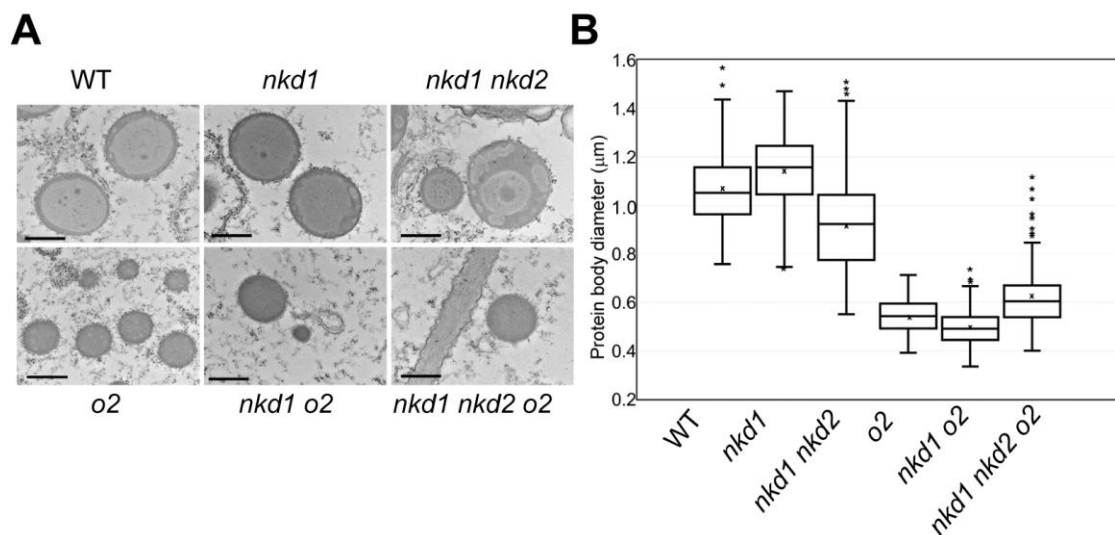

**Supplemental Fig. S4.** Protein body phenotype and size for selected genotypes. (Supports Figure 1D).

A. Transmission electron micrographs (TEM) of protein bodies in starchy endosperm cells. Scale bar = 0.5 μm

B. Quantitative comparison of protein body diameter. Component of the box plot: center line= median, box limits= upper and lower quartiles, whiskers= 1.5x interquartile range, cross mark=mean, asterisk= outliers. N ≥171 per genotype.

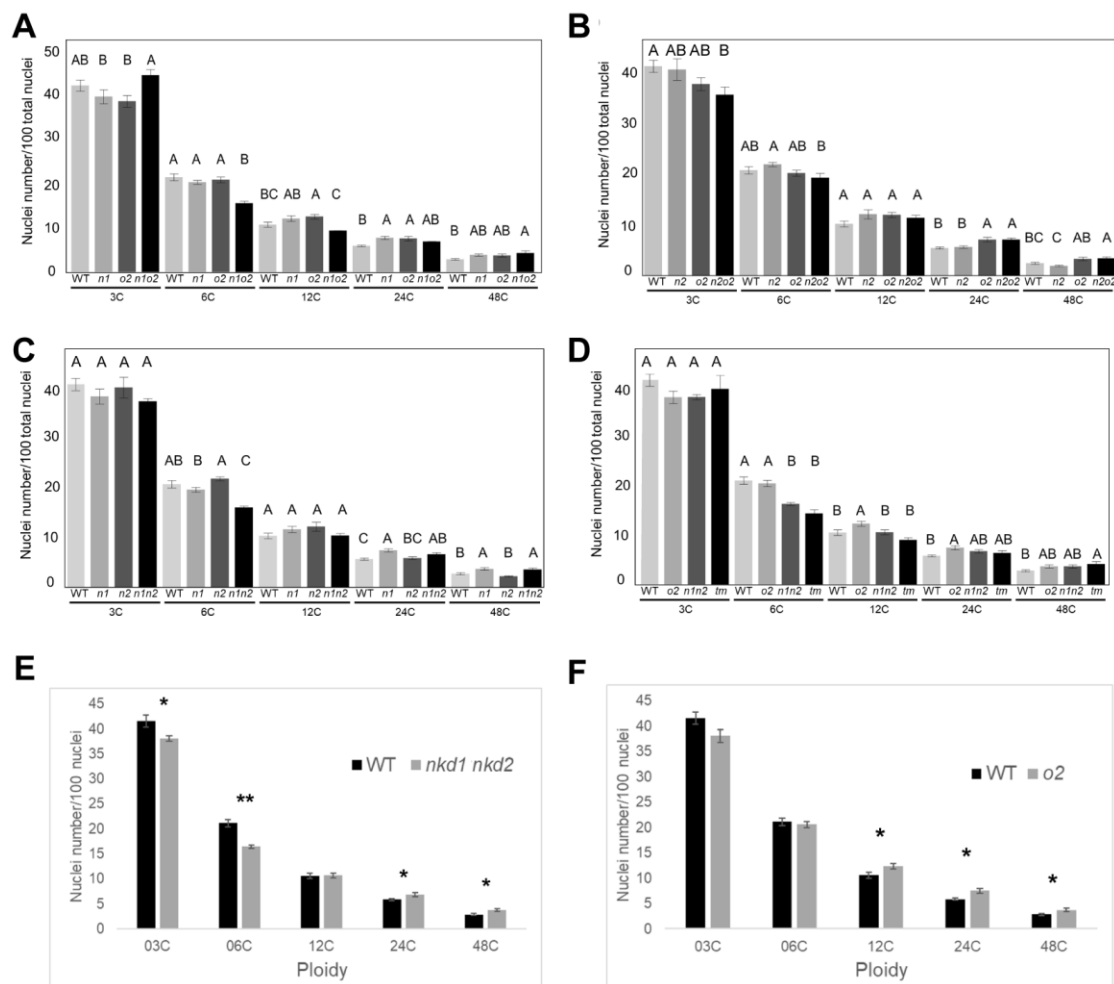

**Supplemental Fig. S5.** Interaction effects of *nkd1*, *nkd2* and *o2* on nuclear ploidy. (Supports Figures 1G and 8). Relative number of nuclei (nuclei number per 100 total nuclei) of 3C, 6C, 12C, 24C and 48C were compared between:

(A) WT, *nkd1*, *o2* and *nkd1 o2*

(B) WT, *nkd2*, *o2* and *nkd2 o2*

(C) WT, *nkd1*, *nkd2* and *nkd1 nkd2*

(D) WT, *nkd1 nkd2*, *o2* and *nkd1 nkd2 o2*

(E) WT and *nkd1 nkd2*

(F) WT and *o2*. Tukey's HSD test (A-D) or pairwise t-test (E and F) were used for comparisons. The error bars represent the standard error of 4 biological replicates from two independent ears of each genotype, two replicates per ear, each replicate contained a pool of three endosperms. The letter(s) and the single asterisk above the error bars represent the significance level by  $p < 0.05$ , and the double asterisk represents  $p < 0.01$ .

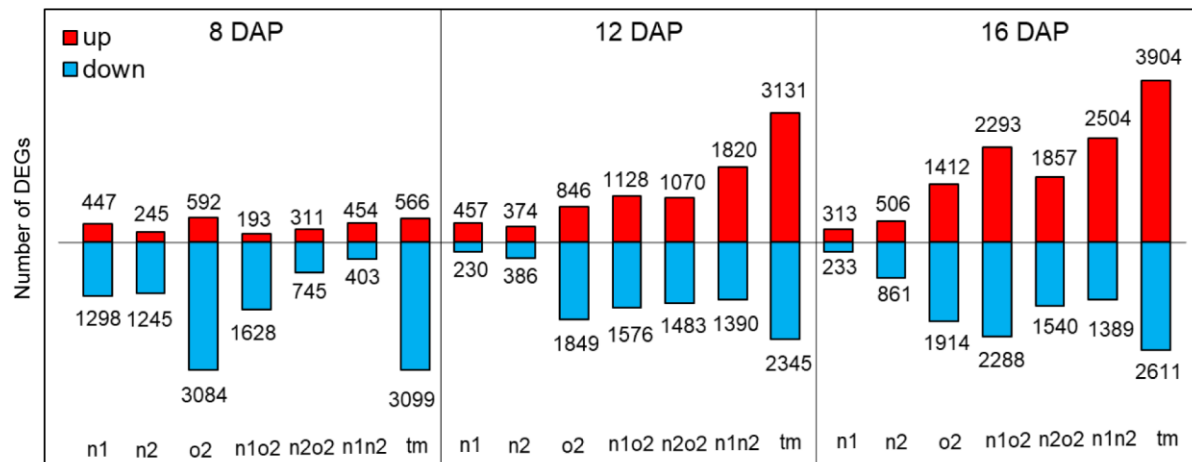

**Supplemental Fig. S6.** Number of differentially expressed genes (DEGs) in each mutant compared to WT at 8, 12 and 16 days after pollination (DAP). (Supports Figures 2 and 4). Red and blue bars represent numbers of up- and down-regulated genes, respectively, in the corresponding mutant versus WT comparison. The label n1, n2, o2, n1o2, n2o2, n1n2 and tm represent *nkd1*, *nkd2*, *o2* single mutants, *nkd1 o2*, *nkd2 o2*, *nkd1 nkd2* double mutants and *nkd1 nkd2 o2* triple mutant, respectively.

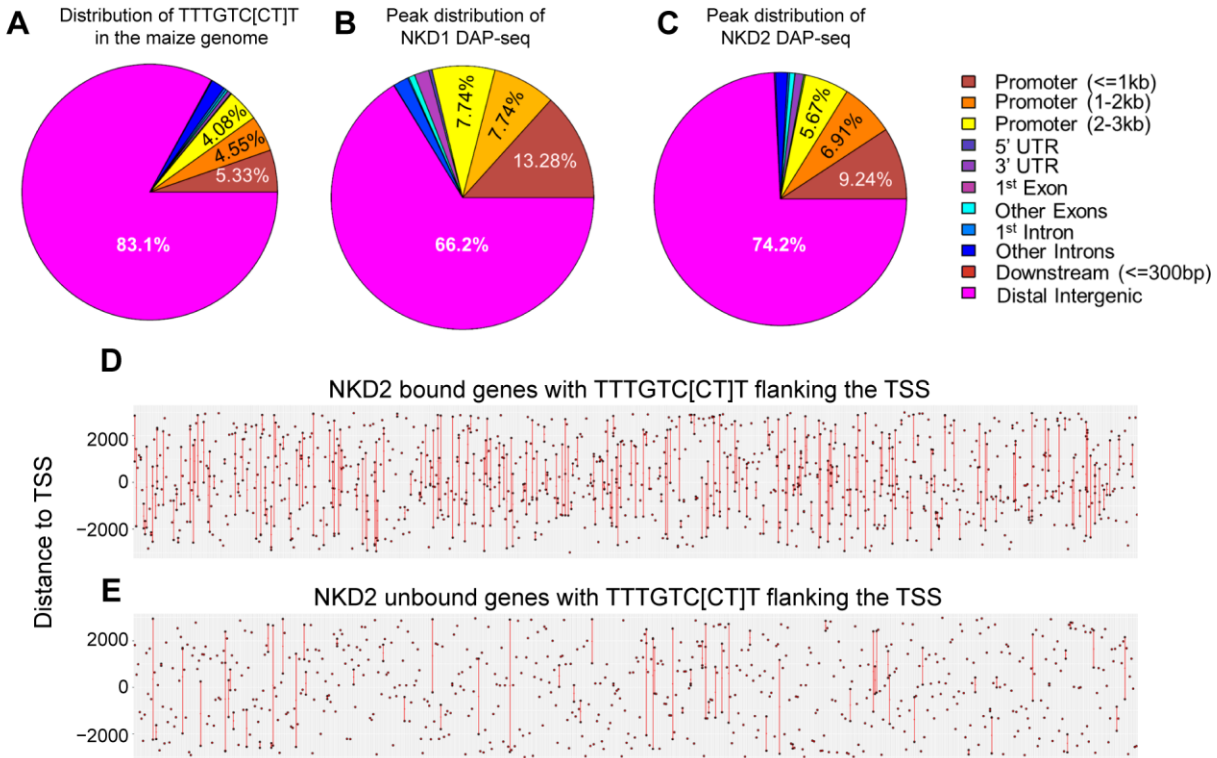

**Supplementary Fig. S7.** The distribution of potential NKD consensus binding motifs. (Supports Figure 6).

A. The distribution of the potential NKD consensus binding motif TTTGTC[CT]T in the maize genome.

B and C. DAP-seq peak distribution of NKD1 (B) and NKD2 (C).

D and E, NKD2 bound (D) and unbound (E) genes with the consensus binding motif flanking the annotated transcription start site (TSS) (-3000 bp to 3000 bp). 600 genes were randomly selected for each. Each red line connecting two or more dots represents a gene with two or more consensus motifs flanking the TSS, whereas a single dot represents a gene with only one consensus motif flanking the TSS. DAPseq=DNA affinity purification with sequencing.

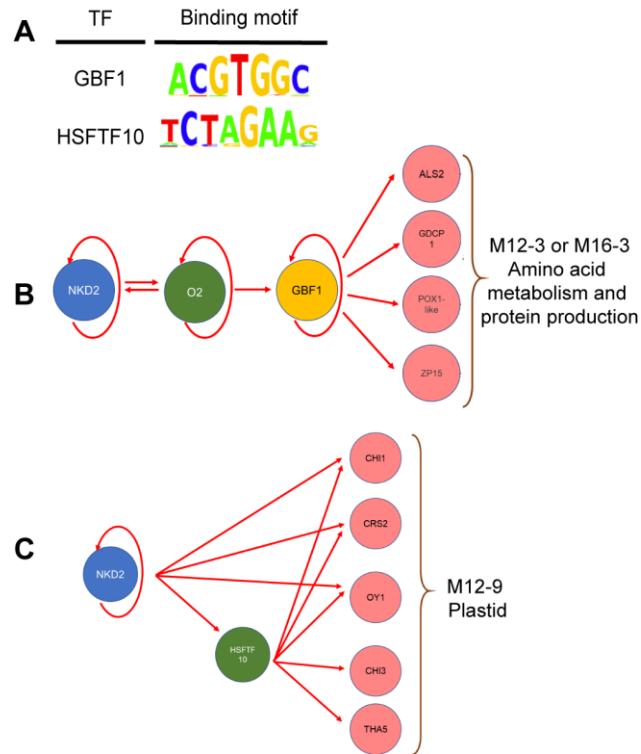

**Supplemental Fig. S8** Binding motifs of GBF1, HSFTH10, and corresponding networks. (Supports Figures 6 and 8).

A. Binding motifs of GBF1 and HSFTF10.

B. Hierarchical network of NKD2-O2-GBF1-potential targets

C. Hierarchical network of NKD2- HSFTF10-GBF1-potential targets

Abbreviations: TF=transcription factor, M12-3=Module12-3 (so as M16-3 and M12-9), *GBF1*= *G-BOX BINDING FACTOR1*, *HSFTF10*=*HEAT SHOCK FACTOR TRANSCRIPTION FACTOR10*, *ALS2*= *ALUMINUM SENSITIVE 2*, *GDCP1*= *GLYCINE DECARBOXYLASE1*, *POX1-like*= *PROLINE DEHYDROGENASE 1-LIKE*, *ZP15*=*ZEIN PROTEIN 15*, *CHI1*= *CHALCONE-FLAVANONE ISOMERASE1*, *CHI3*= *CHALCONE-FLAVANONE ISOMERASE3*, *CRS2*= *CHLOROPLAST RNA SPLICING PROTEIN2* and *OY1*=*OIL YELLOW1*.

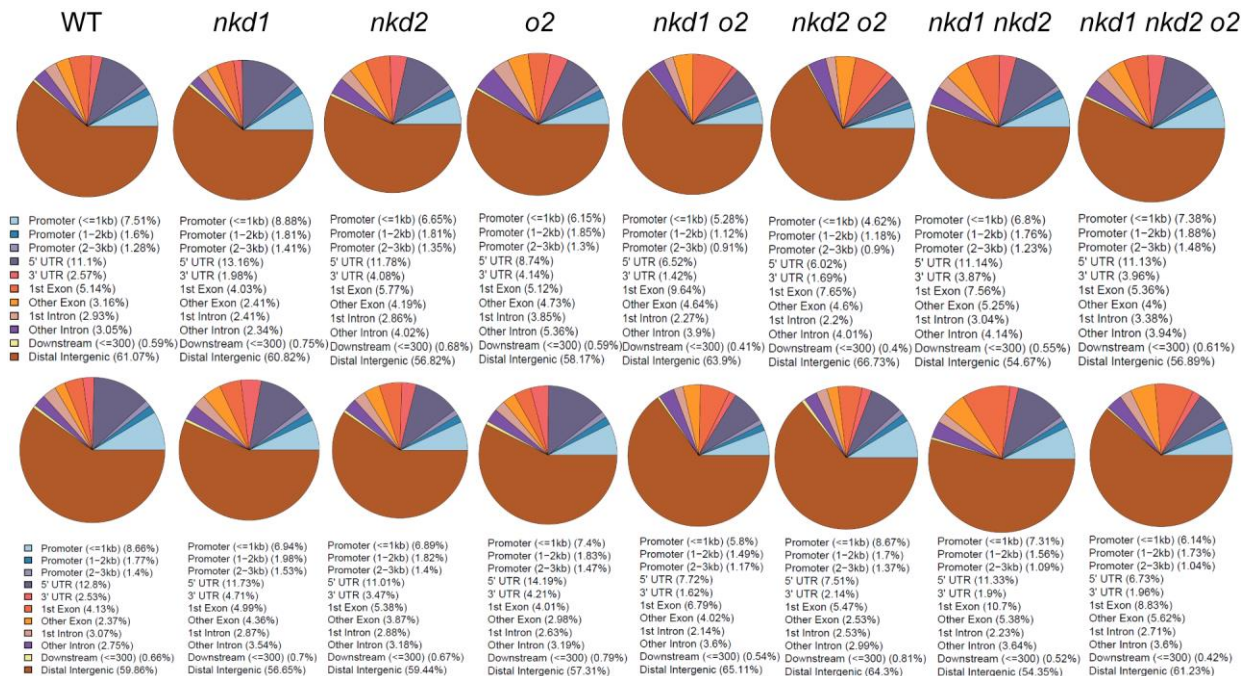

**Supplemental Fig. S9** Genomic distribution of ATAC-seq (assay for transposase accessible chromatin with sequencing) peaks in the 8 genotypes. (Supports Figure 7). Row1: replicate#1, Row2: Replicate#2. Each replicate represented an independent ear from which 3 endosperms were dissected and pooled. Abbreviations: WT=wildtype, UTR=untranslated region.

**Supplemental Table S1.** Kernel phenotype statistics on *+nkd1*, *+o2* self-crossed segregating ears and Chi-square test for *nkd1-o2* interaction.

| Ear#  | WT/ <i>nkd1</i> |        | <i>o2</i> |       | <i>nkd1,o2</i> |       | Chi-sq | <i>p</i> |
|-------|-----------------|--------|-----------|-------|----------------|-------|--------|----------|
|       | obs             | exp    | obs       | exp   | obs            | exp   |        |          |
| 32-1  | 157             | 155.25 | 37        | 38.81 | 13             | 12.93 | 0.1045 | 0.949    |
| 32-10 | 250             | 251.25 | 63        | 62.81 | 22             | 20.94 | 0.0605 | 0.970    |
| 32-9  | 121             | 114    | 24        | 28.5  | 7              | 9.5   | 1.7982 | 0.407    |

**Supplemental Table S2.** Pooled-timepoint WGCNA module size. See the detailed gene information in Supplemental Data Sets 2–7)

| <b>Module</b> | <b>Number of genes</b> |
|---------------|------------------------|
| M1            | 529                    |
| M2            | 1253                   |
| M3            | 3384                   |
| M4            | 3501                   |
| M5            | 100                    |
| M6            | 1116                   |
| M7            | 981                    |
| M8            | 240                    |
| M9            | 803                    |
| M10           | 344                    |
| M11           | 209                    |
| non-clustered | 1639                   |
| Total         | 14099                  |

**Supplemental Table S3.** Number of potential NKD1 and NKD2 targets and percentage of targets annotated as TFs at 8, 12 and 16 DAP.

| <b>TF</b> | <b>DAP</b> | <b>Total target</b> | <b>Number of TF targets</b> | <b>Percentage of targets are TF</b> |
|-----------|------------|---------------------|-----------------------------|-------------------------------------|
| NKD1      | 8          | 22                  | 11                          | 50.0%                               |
| NKD2      | 8          | 223                 | 101                         | 45.3%                               |
| NKD1      | 12         | 20                  | 5                           | 25.0%                               |
| NKD2      | 12         | 323                 | 116                         | 35.9%                               |
| NKD1      | 16         | 25                  | 9                           | 36%                                 |
| NKD2      | 16         | 397                 | 134                         | 34%                                 |

**Supplemental Table S4.** Motif enrichment analysis of differential peaks overlapping with NKD2 target regions.

| Mutant        | Differential peaks | Binding motif of | Adjusted p-value |
|---------------|--------------------|------------------|------------------|
| <i>nkd1</i>   | up                 | IDD              | 1.91E-21         |
|               |                    | HMG              | 8.38E-04         |
| <i>nkd1</i>   | down               | IDD              | 2.01E-07         |
|               |                    | bZIP             | 1.65E-03         |
| <i>nkd2</i>   | up                 | IDD              | 1.38E-16         |
|               |                    | BHLH             | 2.11E-04         |
| <i>nkd2</i>   | down               | IDD              | 4.27E-06         |
| <i>nkd1,2</i> | up                 | IDD              | 1.27E-06         |
|               |                    | HMG              | 5.95E-03         |
| <i>nkd1,2</i> | down               | IDD              | 7.21E-25         |
|               |                    | HMG              | 8.04E-07         |
|               |                    | DOF              | 9.90E-07         |
|               |                    | RING-type        | 3.05E-05         |
|               |                    | MADS             | 1.37E-04         |

**Supplemental Table S5.** Primers and adapters.

| Name         | Sequence                   | Use                                                 |
|--------------|----------------------------|-----------------------------------------------------|
| NKD1-forward | attB1-ATGGCATCGAATTCATCGGC | pENTR/SD/D-TOPO<br>cloning for DAPseq<br>constructs |
| NKD1-reverse | attB2-TGGCATCCTGCCTCCGTT   | pENTR/SD/D-TOPO<br>cloning for DAPseq<br>constructs |

|                     |                                             |                                                                                  |
|---------------------|---------------------------------------------|----------------------------------------------------------------------------------|
| NKD2-forward        | attB1-ATGATGGCGTCGAATTCACC                  | pENTR/SD/D-TOPO<br>cloning for DAPseq<br>constructs                              |
| NKD2-reverse        | attB2-TGGCATCCTGCCTCCATT                    | pENTR/SD/D-TOPO<br>cloning for DAPseq<br>constructs                              |
| IDDP10_HIS_Forward  | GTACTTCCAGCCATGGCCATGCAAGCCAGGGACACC        | Cloning IDDP10 into<br>pET34b vector for 6XHIS<br>fusion                         |
| IDDP10_HIS_Reverse  | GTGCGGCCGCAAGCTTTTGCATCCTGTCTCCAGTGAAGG     | Cloning IDDP10 into<br>pET34b vector for 6XHIS<br>fusion                         |
| NKD1_pF3K_Forward   | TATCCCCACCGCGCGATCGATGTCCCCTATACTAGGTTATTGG | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |
| NKD1_pF3K_Reverse   | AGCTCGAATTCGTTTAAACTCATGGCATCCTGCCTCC       | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |
| NKD2_pF3K_Forward   | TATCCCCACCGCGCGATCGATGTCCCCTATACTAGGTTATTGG | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |
| NKD2_pF3K_Reverse   | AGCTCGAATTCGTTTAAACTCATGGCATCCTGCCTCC       | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |
| IDDP10_pF3K_Forward | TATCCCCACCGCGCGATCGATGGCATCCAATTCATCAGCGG   | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |
| IDDP10_pF3K_Reverse | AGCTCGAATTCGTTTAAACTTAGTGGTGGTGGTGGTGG      | Cloning into expression<br>vector pF3K WG (BYDV)<br>Flexi for GST fusion protein |

How the deposited data were processed for this re-analysis (not part of the article)

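RNA was measured in immature endosperms of WT and 7 mutant genotypes in the W22 background at 8, 12, and 16 DAP, in 96 libraries, with 4 libraries per genotype and timepoint. Each library was a pool of 3 endosperms from one ear. The genotypes came from the selfed progeny of a triple heterozygote. The authors aligned the reads to B73 RefGen_v4 with HISAT2 2.1.0, sorted the alignments with SAMtools 1.9, counted the reads per gene with HTSeq 0.11.1, and deposited raw counts, one table per library. The counting mode, the strand setting, and the annotation release are not named in the paper's text. The replicate numbers come from the sample labels. The paper's text does not say that the same number links ears of different genotypes, so the replicate block was an alternative and not part of the fits reported.

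The counts were analysed with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1 in R 4.3.3, and with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 in Python 3.11.15. For each timepoint, the 32 libraries were normalized by TMM, genes were filtered with filterByExpr, and each mutant was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG had an adjusted P-value under 0.05 and an absolute log2FC above 1. Interaction terms were tested over the DEGs of a timepoint in the 16 libraries of the 4 genotypes that cross 2 factors. For the PCA, the distances, and the M1 mean, log2 CPM with a prior count of 2 was used. Single values were compared by exact permutation tests, and genotype labels were permuted 100000 times where the arrangements could not be enumerated. A fold against a group whose libraries all had 3 counts or fewer was computed against a floor of 3 counts and is a lower bound. The depth of each library is the reads counted on genes, from 31327665 to 68052826, so counting error is small for all but the genes of few reads, and the replicate spread sets the precision of the others.

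The genes named were fixed by rule before the data were examined, as were the tests of the comparisons and all alternatives except 2; tests of explanations chosen after a result was seen are named as such. The rule took the 3 TF genes, the genes of Table 2, *hsftf10*, the zein genes of M1, and, for *nkd1 nkd2 o2* against WT at each timepoint, the 2 DEGs with the largest rise and the 2 with the largest fall among genes with a mean of at least 100 counts and no overlap between the groups. The alternatives were DESeq2 in place of edgeR, DESeq2 size factors in place of TMM, no low-count filter, a fit of only the 2 genotypes compared, the replicate block, each replicate left out in turn, a likelihood ratio test, adjustment over all genes tested, and all 32 libraries in one fit for the interactions, the 500 most variable genes and a variance-stabilizing transformation for the PCA, and an eigengene and a prior count of 0.5 for M1. A fit of all 96 libraries with DESeq2, and a permutation of residuals for the rise of M1, were added after the data were seen.

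The steps were tested on simulated data with 200 genes changed by 2 on the log2 scale. In the comparison of *nkd1* with WT, edgeR called 187 of the 200 (93.5%) and 4 unchanged genes among 23630 genes, and DESeq2 called 192 (96%) and 15 unchanged genes among 24504 genes. In the comparison of *nkd2* with WT, where nothing was changed, edgeR called 0 of 23630 genes. The interaction test called 171 of 200 (85.5%) and 7 unchanged genes among 22253 genes. In the simulation it was run over all these genes, whereas the reported interaction terms were tested over DEGs chosen from the same libraries. Simulated libraries also need not hold the differences between ears seen in the real ones. The few unchanged genes called thus do not give the rate of false calls in the reported counts. The chromatin accessibility and DAP-seq experiments and the modules other than M1 were not analysed here, since their samples or complete gene lists were not used here. Positions on the B73 RefGen_v4 assembly were not among the files used here, so no coordinates are given and identifier numbers stand in for position.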

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

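In this part, the test of the loss of O2 was chosen only after the result was seen; the others were not.

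In 16 of 143 groups of 4 libraries, 1 library lay far from the other 3, with a gap to the nearest of them above 0.83 of the group's range; chance gives 7.15 such groups. On PC1 these were replicate 3 of *nkd1* at 8 DAP (−108, others −126 to −123; ratio 0.870) and replicate 2 of *nkd2 o2* at 12 DAP (63.2, others 45.5 to 47.3; ratio 0.897). On PC2 they were replicate 4 of *nkd2* at 16 DAP (−61.3, others −80.8 to −79.8; ratio 0.950) and replicate 4 of *nkd1 nkd2 o2* at 16 DAP (104, others 122 to 125; ratio 0.854). For the M1 mean in log2 CPM they were, at 16 DAP, replicate 4 of *nkd2* (2.15, others 2.46 to 2.52; ratio 0.832), of *nkd2 o2* (0.86, others 0.28 to 0.37; ratio 0.850), and of *nkd1 nkd2 o2* (−0.34, others −1.21 to −1.13; ratio 0.912), and at 8 DAP replicate 2 of *nkd1 nkd2* (−0.26, others −0.70 to −0.65; ratio 0.900). For *nkd2* CPM they were replicate 4 of WT at 8 DAP (84.5, others 54.2 to 59.3; ratio 0.833), replicate 2 of *o2* at 12 DAP (7.27, others 11.0 to 11.2; ratio 0.942), and replicate 1 of *o2* at 16 DAP (10.3, others 6.19 to 6.87; ratio 0.836). For *o2* CPM they were replicate 4 of WT at 8 DAP (37.4, others 19.3 to 20.9; ratio 0.915), replicate 1 of *nkd1* at 8 DAP (145, others 111 to 113; ratio 0.959), and replicate 4 of *nkd2* at 16 DAP (878, others 535 to 570; ratio 0.900). At 2 counts or a few more, they were also replicate 3 of *o2* at 8 DAP (0.0399, others 0; ratio 1) and replicate 4 of *nkd1 o2* at 8 DAP (0.198, others 0 to 0.0169; ratio 0.915). No explanation of a single library was tested, technical or biological.

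The difference from WT changed between 8 and 16 DAP in 4 of 9 comparisons of a TF transcript, tested as the difference of the log2FC values in one edgeR fit of all 96 libraries; the log2FC values at single timepoints come from the separate fits, so they do not subtract exactly to it. For *nkd2* in *o2* it was −1.55 (adjusted P = 7.1e-05 by Benjamini-Hochberg over the 9 tests), from −0.49 to −1.96, and no explanation of it was tested. For *o2* it was −2.38 in *nkd1* (adjusted P = 1.6e-07), −2.57 in *nkd2* (adjusted P = 4.6e-08), and −2.24 in *nkd1 nkd2* (adjusted P = 4.9e-07): *o2* was higher than in WT at 8 DAP, by a log2FC of 2.29 in *nkd1*, 1.94 in *nkd2*, and 1.03 in *nkd1 nkd2*. With DESeq2 size factors, the smaller of the rises in *nkd1* and *nkd2* was 1.94, as with TMM; the 2 scalings nearly agree, so this says little about library size or composition. A difference in developmental stage between ears is a candidate explanation, since over the 16 libraries with wild-type O2 at 8 DAP, each taken relative to its genotype, *o2* rose with an index of stage (Pearson r 0.540, permutation P = 0.0271; Spearman rho 0.515, permutation P = 0.0493; adjusted P = 0.0424 over 3 relations; r 0.647 without the 2 libraries farthest from the median). By an index of this kind, *nkd1* lay later than WT (0.0973 against −0.103, exact permutation P = 0.0286), whereas *nkd2* (exact permutation P = 0.0571) and *nkd1 nkd2* (−0.0863, exact permutation P = 0.457) were not separable from it. The rise in *nkd1* cannot be told apart from such a difference, which was not shown for *nkd2* or *nkd1 nkd2*, and an effect of NKD1 and NKD2 on *o2* at 8 DAP remains a hypothesis.

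Outside the genes the paper discusses, 6 genes were expressed in every *o2* single mutant library of a timepoint (at least 50 counts) and in no other library of it (at most 3 counts); 1 more showed the reverse, giving 7 genes. That the other *o2* genotypes do not share the pattern follows from how the 7 genes were selected, so it does not test loss of O2; 4 other genes set all 4 *o2* genotypes apart from the rest. If a parental chromosome segment carried only by the *o2* single mutant were the cause, the genes could lie together, and 2 of the 7 had another within 100 identifier numbers, as in 786 of 10000 random lists. Identifier numbers stand in for position and were not checked against an annotation. The 2 neighbours, Zm00001d018733 and Zm00001d018786, lie within 1000 identifier numbers of *o2* (Zm00001d018971), and this closeness was not tested. Another of the 7, Zm00001d002181, lies 473 identifier numbers from *nkd1* (Zm00001d002654), which was not tested either. Clustering was thus not shown, and no cause is named.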

How the results depend on the processing

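All alternatives named here were set before the data were examined, except the DESeq2 fit of all 96 libraries and the permutation of residuals, which were chosen after seeing the data. Of 157 results that answer a comparison, all 157 kept their direction and their side of the threshold (for a count, stayed within 1.5 times) with DESeq2 size factors, as did 112 of 116 with DESeq2, 153 of 157 without the low-count filter, 136 of 137 with the replicate block, 91 of 104 in fits of only the 2 genotypes compared, 100 of 104 with DESeq2 on all 96 libraries, 12 of 12 interaction counts with the likelihood ratio test, with adjustment over all genes tested, and with all 32 libraries in one fit, 23 of 23 M1 results with the eigengene and with a prior count of 0.5, and 15 of 18 PCA results with the 500 most variable genes and with the variance-stabilizing transformation. Without replicates 1, 2, 3, and 4, 129, 133, 133, and 150 of 157 did. Among 104 further results for single named genes, outside those 157, 978 of 1030 values stayed, 52 were weaker, 0 were stronger, and 0 reversed; 20 of these results changed under at least 1 alternative. The reversals given below, of TF genes, are among the 157. For each change below, the cause was not tested.

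In fits of only the 2 genotypes compared, the DEGs at 8 DAP were 282 in *nkd1*, 151 in *nkd2*, 250 in *nkd1 o2*, 337 in *nkd2 o2*, and 529 in *nkd1 nkd2*, at 12 DAP 260 in *nkd1* and 147 in *nkd2*, and at 16 DAP 138 in *nkd1*. The zein genes lower at 16 DAP were 14 in *o2* and 4 in *nkd1 nkd2*. In these fits the log2FC of *nkd2* in *o2* at 8 DAP was −0.49 and of *o2* in *nkd2* at 16 DAP −0.58, both now past the test, and of *o2* in *nkd1 nkd2* at 8 DAP 1.02, no longer past it. With DESeq2, the DEGs of *nkd1* at 16 DAP were 472, the zein genes lower at 16 DAP were 5 in *o2* and 7 in *nkd1 nkd2 o2*, of the 7 of 16 zein genes to which DESeq2 gave a P-value there, and *o2* in *nkd1 nkd2* at 8 DAP, at 1.01, no longer passed. Of the same 7 zein genes at 16 DAP, DESeq2 called 6 lower in *nkd1 o2* and 6 in *nkd2 o2*, against 15 and 13 of 16 with edgeR. In *nkd2 o2* at 8 DAP it called 12 lower, against 5 with edgeR. With DESeq2 on all 96 libraries, the DEGs of *nkd1* were 688 at 12 DAP and 539 at 16 DAP, and the zein genes lower were 7 in *o2* at 8 DAP and 5 in *nkd1 nkd2* at 12 DAP.

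Without the low-count filter, PC1 held 37.5%, PC2 8.66%, and the timepoints 39.0%, and *nkd2* in *nkd1* at 16 DAP, at 0.82, no longer passed the test. With the 500 most variable genes these shares were 51.8%, 16.0%, and 48.6%, and with the variance-stabilizing transformation 51.0%, 10.6%, and 52.3%. With the replicate block, which pairs libraries of the same replicate number, *nkd2* in *nkd1* at 8 DAP was 0.65 (adjusted P = 0.0426), against 0.61 (adjusted P = 0.0791) without it. Libraries with the same number were not more alike than others after genotype means were removed, with a mean correlation across genes of −0.0053, 0.0013, and −0.0015 at 8, 12, and 16 DAP. For the M1 mean, the paired exact permutation test cannot go below 0.125. With the permutation of residuals, the smaller rises of M1 in *nkd1 nkd2 o2*, by −2.24 against WT and −1.01 against *o2*, both passed.

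Across the 4 fits that each left out one replicate, the DEGs at 8 DAP ranged from 478 to 1902 in *nkd1*, 333 to 1941 in *nkd2*, 2530 to 3959 in *o2*, 250 to 2217 in *nkd1 o2*, 269 to 946 in *nkd2 o2*, 491 to 732 in *nkd1 nkd2*, and 2248 to 4285 in *nkd1 nkd2 o2*. At 12 DAP they ranged from 101 to 247 in *nkd1*, 229 to 571 in *nkd2*, and 1902 to 2695 in *nkd1 nkd2*, and at 16 DAP from 105 to 360 in *nkd1* and 617 to 1163 in *nkd2*. For *nkd1*-*nkd2*, *nkd1*-*o2*, *nkd2*-*o2*, and *nkd1 nkd2* with *o2*, the interaction counts ranged from 838 to 2624, 1031 to 2124, 1493 to 3127, and 774 to 1296 at 8 DAP, from 437 to 1009, 1016 to 1319, 681 to 1234, and 1337 to 1855 at 12 DAP, and from 1375 to 2787, 1319 to 2157, 1399 to 2885, and 1731 to 2851 at 16 DAP. The share between timepoints ranged from 41.3% to 41.5%, the distance of *nkd1 nkd2* from WT against the single mutants at 8 DAP from −39.1 to −26.8, and the position of *nkd1 nkd2 o2* against *o2* from −0.260 to −0.197. With 3 libraries against 3, an exact permutation test cannot go below 0.1, so neither the position nor the M1 tests can pass in these fits. The lower zein genes ranged from 1 to 4 in *o2* and 2 to 9 in *nkd1 nkd2 o2* at 8 DAP, 6 to 14 in *nkd1 nkd2* at 12 DAP, and 8 to 14 in *o2* and 0 to 4 in *nkd1 nkd2* at 16 DAP; in the fit of all 32 libraries, 0 zein genes were lower in *nkd1 nkd2* at 16 DAP at an unadjusted P under 0.05, against 11 in the fit of only the 2 genotypes. At 8 DAP, only 14 of the 16 zein genes were tested without replicate 2 and only 15 without replicate 4.

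In the same fits, the log2FC of *nkd1* ranged from 0.55 to 0.74 in *nkd2 o2* at 8 DAP, −0.12 to 0.060 in *nkd2* at 12 DAP, 0.44 to 0.68 in *nkd2 o2* at 12 DAP, and 0.44 to 0.61 in *nkd2* at 16 DAP. That of *nkd2* ranged from 0.47 to 0.75, 0.94 to 1.00, and 0.74 to 0.91 in *nkd1* at 8, 12, and 16 DAP, and from −0.78 to −0.69 in *nkd1 o2* at 16 DAP. That of *o2* ranged from 0.66 to 1.24 in *nkd1 nkd2* at 8 DAP, −0.18 to 0.081 in *nkd1* at 16 DAP, and −0.76 to −0.46 in *nkd2* at 16 DAP, and that of *mybr24* in *nkd1 nkd2* at 16 DAP from 2.29 to 3.82. The sign reversed for *nkd1* in *nkd2* at 12 DAP (0.060 and 0.011) and for *o2* in *nkd1* at 16 DAP (0.081 and 0.019), values that passed no test with all 4 replicates. The few reads of *mybr24*, *hsftf10*, and *arf29* limit what can be said of their fold changes.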

Differences from the paper's values

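In Supplemental Fig. S6, read by eye, the paper shows about 460 genes higher in *nkd1* at 12 DAP, against 269 here, about 310 higher at 16 DAP, against 193, and about 230 lower at 16 DAP, against 113. With DESeq2, set before the data were examined, the counts were 400, 276, and 196, within the range of 1.5 times, as was the last without replicate 4, at 155; none of the other alternatives set before the data were examined closed these gaps. With DESeq2 on all 96 libraries, chosen after seeing the values, they were 458, 317, and 222. Of 42 such counts, 39 here were within 1.5 times of the paper's, and 42 with either DESeq2 fit.

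In Fig. 4A, read by eye, the paper shows interaction counts at 8 DAP of about 1500 for *nkd1*-*nkd2* (2716 here), about 1300 for *nkd1*-*o2* (2369), about 1700 for *nkd2*-*o2* (3259), and about 570 for *nkd1 nkd2* with *o2* (1350). At 12 DAP, it shows about 360 (1117 here), about 600 (1563), about 570 (1349), and about 830 (2168) in Fig. 4A, and at 16 DAP about 900 (2446), about 850 (2188), about 960 (2208), and about 1100 (2636). Of the alternatives set before the data were examined, these were within 1.5 times of the paper's values: for *nkd1*-*nkd2* at 8 DAP, adjustment over all genes tested (2230) and the replicate block, a paired fit (2197, against 2716 without it); for *nkd1*-*o2* at 8 DAP, the fits without replicate 1, 2, and 3 (1534, 1605, and 1031); for *nkd2*-*o2* at 8 DAP, the same (1638, 1493, and 2467); and for *nkd1 nkd2* with *o2* at 8 DAP, those without replicate 2 and 3 (774 and 846). The fits without replicate 1 and 2 were within it at 12 DAP for *nkd1*-*nkd2* (437 and 446) and *nkd2*-*o2* (784 and 681), and those without replicate 2 and 3 at 16 DAP for *nkd2*-*o2* (1399 and 1401). No alternative was within it for *nkd1*-*o2* and *nkd1 nkd2* with *o2* at 12 DAP, or for *nkd1*-*nkd2*, *nkd1*-*o2*, and *nkd1 nkd2* with *o2* at 16 DAP. The 2230 genes with adjustment over all genes tested are those among the DEGs. A further 3541 genes outside the DEGs passed under that setting.

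In Fig. 2A, read by eye, the paper shows about 68% on PC1 and about 15% on PC2, against 39.6% and 9.04% here. With the 500 most variable genes the values were 51.8% and 16.0%, and with the variance-stabilizing transformation 51.0% and 10.6%, within 1.5 times of the paper's; the other alternatives set before the data were examined did not come within it.

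For *nkd1 nkd2* at 16 DAP, the paper's adjusted P-value is 0.0022 for *o2*, against 0.000251 here by edgeR's quasi-likelihood test, and was within 1.5 times with DESeq2 (0.0019) and without replicate 3 (0.0024). The paper's is 1.41e-11 for *hb75*, against 1.4e-05 here, and 1.70e-14 for *arf1*, against 2.5e-08 here; none of the alternatives set before the data were examined closed these gaps. With DESeq2 on all 96 libraries, chosen after seeing the values, the adjusted P-values were 0.0022, 1.3e-11, and 1.6e-14.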

Other observations

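The tests of ear families, of a state that varies between ears, of a mislabelled sample, of an *nkd1* allele carried only by *o2*, of the wide window around *o2*, of the slope on the index of stage, and of the splits at 8 DAP of each mutant with WT were chosen only after the result was seen; the others were not.

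For each mutant and WT, the 8 libraries were split in other ways, with the fit of only these 2 genotypes. Among the 8 splits that part every same-numbered pair of libraries, 1 split, the real one, gave as many DEGs in each of the 21 comparisons; the highest count of another was 579, for *nkd1 nkd2 o2* at 8 DAP. With 8 splits the design cannot give a share under 0.05. Of all 35 splits, which differ in how many same-numbered pairs they part, the real one was highest in 19 of 21 comparisons; for *nkd1* at 8 DAP another gave 1156 against 282, and for *nkd1 o2* at 8 DAP another gave 1102 against 250. When genotypes were relabelled within replicate numbers, 1 of 40 relabellings, the real one, gave as many genes that were a DEG in at least 1 mutant at each timepoint (highest other 1623, 819, and 1026 at 8, 12, and 16 DAP) and at any timepoint (highest other 1623). For the interaction counts, 1 of 25 relabellings, the real one, gave as many genes for each interaction at 8 and 12 DAP and for *nkd1*-*nkd2* at 16 DAP; at 16 DAP 2 of 25 splits did for *nkd1*-*o2* (highest other 2929), 3 of 25 for *nkd2*-*o2* (2716), and 3 of 25 for *nkd1 nkd2* with *o2* (3344). A relabelling can move a difference between genotypes into the interaction term, so the counts of the latter 3 cannot be told apart from such differences by this test.

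Within *nkd1*, some genes were expressed in a pair of replicates (at least 50 counts) and absent from the other pair (at most 3 counts), and 46 of 48 such genes at 8 DAP, 34 of 37 at 12 DAP, and 33 of 33 at 16 DAP parted replicates 1 and 2 from 3 and 4. In *nkd2* 36 of 37 did at 8 DAP and 14 of 15 at 12 DAP, and in *nkd1 nkd2 o2* 31 of 33 did at 12 DAP and 28 of 30 at 16 DAP, whereas in WT 4 of 6, 0 of 10, and 0 of 11 did. In WT, 10 of 10 at 12 DAP and 9 of 11 at 16 DAP parted replicates 1 and 4 from 2 and 3. Of 32 *nkd1* genes of 8 DAP with 50 counts in a library at 12 DAP, 17 parted the replicates the same way there (Fisher's exact test, two-sided P = 1.1e-40), and 0 genes did so the opposite way. A candidate explanation is that the ears came from 2 families that differ in parental chromosome segments, which this recurrence is consistent with; but 28 of 78 genes had another within 100 identifier numbers, and 806 of 10000 random lists had as many, so clustering was not shown. Of the 79 *nkd1* genes, 29 were among the 100 genes that were all-or-none between *o2* and WT, an overlap that fits such segments but was not tested. If a library or sequencing batch shared by the genotypes were the cause, the *nkd1* genes expressed in WT would part its libraries too. Only 1 did, at 8 DAP, but how many of them are expressed in WT was not checked. Only WT was examined in this way, so such a batch is not excluded. The same split of replicate numbers held for 9 of 9 such genes in *o2* at 8 DAP and for 12 of 12, 16 of 16, and 1 of 5 at 8, 12, and 16 DAP in *nkd1 o2*. The families remain a hypothesis.

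The *nkd1* transcript was higher in *o2* than in WT, by a log2FC of 1.73, 1.63, and 2.15 at 8, 12, and 16 DAP, in all 4 libraries at each timepoint (adjusted P = 2.5e-08, 7.3e-10, and 2.9e-12 by edgeR's quasi-likelihood test). Library size or composition does not account for it, since with library size alone the log2FC at 16 DAP was 2.57; nor do reads shared with the paralog *nkd2*, since the rise at 16 DAP was 406 CPM and all of *nkd2* in WT was 29.1 CPM. A swap with a WT sample is unlikely, since 12 of 12 libraries labelled *o2* had less *o2* transcript than every WT library of the timepoint. This check cannot see a swap among the genotypes with mutant *o2*, since all of them nearly lack the transcript. In the *nkd1* and *nkd2* backgrounds, *nkd1* was higher with mutant *o2* at an adjusted P under 0.05 in 3 of 6 comparisons. Their log2FC values were 0.50, 0.62, and 1.06. Over all 6 comparisons the log2FC ran from 0.10 to 1.06, and in 0 of 6 was the rise as large as from WT to *o2*. From *nkd1 nkd2* to *nkd1 nkd2 o2*, the log2FC was 0.60, 0.41, and −0.20 at 8, 12, and 16 DAP (adjusted P = 0.0156, 0.0312, and 0.302 by edgeR's quasi-likelihood test). An *nkd1* allele or linked segment carried only by the *o2* single mutant cannot be told apart from an effect of O2 by these comparisons. Among the genes that set the *o2* single mutant apart, Zm00001d002181 lies 473 identifier numbers from *nkd1*, a closeness that was not tested.

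Genes that were a DEG in every genotype with a given mutant gene at all 3 timepoints were counted near that gene, by identifier number as a stand-in for position. Within 100 identifier numbers lay 0 of 5 such DEGs for *nkd1*, 1 of 15 for *nkd2* (Fisher's exact test, two-sided P = 0.0568, adjusted P = 0.256), and 6 of 57 for *o2* (P = 1.4e-07, adjusted P = 1.3e-06). Within 1000 numbers, they were 0 of 5, 4 of 15 (Fisher's exact P = 0.00151), and 26 of 57 (Fisher's exact P = 4.4e-22), 17 of the latter lower. A parental chromosome segment linked to *o2* is thus a candidate cause of some DEGs of the *o2* genotypes. One linked to *nkd2* is a candidate for the *nkd2* genotypes by the wider window only, with the 4 near DEGs at 34 to 190 identifier numbers.

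At 8 DAP, 1767 of the genes kept by the count filter over all 96 libraries were lower than in WT in at least 3 mutants. The mean log2 CPM of these genes was 1.21 ± 0.855 in WT (SD, n = 4), with 1.94, 1.18, 1.71, and 0.02 in replicates 1 to 4, −0.19 in *nkd2*, −0.53 in *nkd1 o2*, 0.48 in *nkd1 nkd2*, and −0.96 in *nkd1 nkd2 o2*. Over the 28 mutant libraries, each relative to its genotype, the SD of this mean was 0.382, against at most 0.0992 in 1000 matched lists. The genes were selected for moving together, and any such set would exceed random lists, so this does not show a state that varies between ears. Relative to genotype, the mean fell with the index of stage (Pearson r −0.533, permutation P = 0.0283; Spearman rho −0.510, permutation P = 0.0194; adjusted P = 0.0424 over 3 relations; r −0.514 without the 2 libraries farthest from the median). In *nkd1*, *o2*, and *nkd2 o2*, where the index was later than in WT (exact permutation P = 0.0286 each), stage could account for part of the fall: the slope on the index within mutants gives −0.93 of −1.62, −0.95 of −1.94, and −0.57 of −1.28. In the other 4 mutants the index was not separable from WT, with an exact permutation P of 0.0571 in *nkd2*, 0.143 in *nkd1 o2*, 0.457 in *nkd1 nkd2*, and 0.429 in *nkd1 nkd2 o2*, so stage was not shown to account for their fall; in *nkd1 nkd2 o2*, which had the lowest mean, the slope gives −0.078 of −2.17. The relation with library size did not hold (Pearson r −0.122, permutation P = 0.578; Spearman rho −0.168, permutation P = 0.448; adjusted P = 0.578; r 0.0447 without those 2).

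Among DEGs of *nkd1 nkd2 o2*, ranked by log2FC and not by the bounds given here, the largest rises were those of Zm00001d026295, at least 1720-fold, 3750-fold, and 1660-fold higher than in WT at 8, 12, and 16 DAP, of Zm00001d026147 at 8 DAP (at least 748-fold), and of Zm00001d044374 at 12 and 16 DAP (at least 748-fold and 602-fold). These rises were not specific to the triple mutant: in the *nkd2* single mutant, Zm00001d026295 was at least 1700-fold, 3690-fold, and 2950-fold higher at the 3 timepoints and Zm00001d026147 at least 341-fold at 8 DAP, and these genes lie 182 and 34 identifier numbers from *nkd2*. In *nkd1 nkd2*, Zm00001d044374 was at least 478-fold and 286-fold higher at 12 and 16 DAP. The largest falls were those of *o2* (at least 462-fold) and FL4 (Zm00001d048851, at least 219-fold) at 8 DAP, AZ22Z3 (Zm00001d048809) and Zm00001d035681 (at least 22300-fold) at 12 DAP, and AZ22Z5 (Zm00001d048806, at least 38000-fold) and FL2 (Zm00001d049243) at 16 DAP; values of single zein copies are uncertain. By its bound, AZ22Z4 (Zm00001d048812) fell further than Zm00001d035681 at 12 DAP, at least 47700-fold. In *nkd1*, *nkd2* was higher than in WT by a log2FC of 0.97 at 12 DAP (adjusted P = 0.0129 by edgeR's quasi-likelihood test). Of the 1745 genes the paper lists for *nkd1* at 8 DAP, 5 have a paper's log2 fold change beyond 20 in size, with 5 to 13349 counts over the 8 libraries; edgeR called 2 of these, DESeq2 at 8 DAP 3, and DESeq2 on all 96 libraries 5. The one with the paper's smallest adjusted P-value, Zm00001d045759 (chosen after its values were seen), had 5 reads over the WT libraries and 0 in *nkd1* at 8 DAP. It had 516 to 1577 reads in every library of the 4 genotypes with mutant *o2*, and in *nkd1 nkd2* it had 461, 606, 0, and 0 reads in replicates 1 to 4 at 12 DAP and 268, 164, 0, and 0 at 16 DAP.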
